# Dnmt3a is an epigenetic mediator of adipose insulin resistance

**DOI:** 10.7554/eLife.30766

**Published:** 2017-11-01

**Authors:** Dongjoo You, Emma Nilsson, Danielle E Tenen, Anna Lyubetskaya, James C Lo, Rencong Jiang, Jasmine Deng, Brian A Dawes, Allan Vaag, Charlotte Ling, Evan D Rosen, Sona Kang

**Keywords:** adipocyte, insulin resistance, epigenetic, Mouse

## Abstract

Insulin resistance results from an intricate interaction between genetic make-up and environment, and thus may be orchestrated by epigenetic mechanisms like DNA methylation. Here, we demonstrate that DNA methyltransferase 3a (Dnmt3a) is both necessary and sufficient to mediate insulin resistance in cultured mouse and human adipocytes. Furthermore, adipose-specific Dnmt3a knock-out mice are protected from diet-induced insulin resistance and glucose intolerance without accompanying changes in adiposity. Unbiased gene profiling studies revealed *Fgf21* as a key negatively regulated Dnmt3a target gene in adipocytes with concordant changes in DNA methylation at the *Fgf21* promoter region. Consistent with this, Fgf21 can rescue Dnmt3a-mediated insulin resistance, and DNA methylation at the *FGF21* locus was elevated in human subjects with diabetes and correlated negatively with expression of *FGF21* in human adipose tissue. Taken together, our data demonstrate that adipose Dnmt3a is a novel epigenetic mediator of insulin resistance in vitro and in vivo.

## Introduction

Insulin resistance (IR) is generally defined as a reduced ability of insulin to provoke metabolic responses, such as glucose uptake. Several mechanistic drivers of IR have been proposed, including defects in the insulin signal transduction pathway, dysfunctional mitochondrial respiration, and ER stress (Boucher et al., 2014; Gregor and Hotamisligil, 2011; Houstis et al., 2006; Ozcan et al., 2004; Samuel and Shulman, 2012). The data supporting the involvement of these non-mutually exclusive pathways are convincing, but additional mechanisms are also likely to participate in the development of IR. Nuclear pathways in particular (i.e. transcriptional and epigenomic mechanisms) are likely to play an important role, given that IR often develops over a time course that is inconsistent with rapid signal transduction events (Kang et al., 2015; Tan et al., 2015). Furthermore, there is a large body of data from humans and rodents indicating that the propensity for IR can be passed transgenerationally; such ‘fetal programming’ studies strongly imply an epigenetic basis for IR (Carone et al., 2010; Heijmans et al., 2008; Li et al., 2010; Tobi et al., 2014). Finally, thiazolidinedione drugs, which activate the transcription factor PPARγ, provide one of the only pharmacological therapies for IR (Soccio et al., 2014; Step et al., 2014; Sugii et al., 2009). Taken together, these data strongly suggest that epigenomic and transcriptional mechanisms must be in play in the etiopathogenesis of IR (Kang et al., 2016).

DNA methylation is a reversible epigenetic mark involving the covalent transfer of a methyl group to the C-5 position of a cytosine residue, usually in the context of a CpG doublet, by DNA methyltransferases (Dnmts) (Robertson, 2005). Long thought to be a static epigenetic mark, emerging evidence suggests that methylated DNA undergoes dynamic and reversible remodeling in somatic cells during developmental, physiological, and pathogenic pathophysiological processes (Barres et al., 2013; 2009; Benner et al., 2015; Kirchner et al., 2016; Multhaup et al., 2015; Siersbæk et al., 2017). As an example, a bout of intense exercise can induce DNA hypomethylation at the *PPARGC1a* locus in human skeletal muscle within hours, followed by increased gene expression; these effects were reversed after resting (Barrès et al., 2012). Mounting evidence points to a role for DNA methylation in the pathogenesis of metabolic disorders. For example, the obesity-prone *agouti* mouse has reduced DNA methylation at the regulatory region for the *Agouti* gene, leading to enhanced expression and subsequent inhibition of the satiety-inducing MC4 receptor (Xie et al., 2013). Multiple studies have shown that changes in DNA methylation at key metabolic genes, such as *Cox7a1* (Rönn et al., 2008)*, IGF-2* (Heijmans et al., 2008), and *Pomc* (Ehrlich et al., 2010), associate with various metabolic insults including aging, obesity, anorexia, and prenatal exposure to famine. Moreover, recent genome-wide profiling studies have identified distinct global DNA methylation patterns that associate with obesity and diabetes in humans (Dayeh et al., 2014; Feinberg et al., 2010; Kirchner et al., 2016; Multhaup et al., 2015; Nilsson et al., 2015; Volkmar et al., 2012; Volkov et al., 2017). Altered DNA methylation is linked to the transgenerational passage of metabolic disorders (Ng et al., 2010; Wei et al., 2014). Despite numerous studies showing a link between DNA methylation and metabolic dysregulation, the cause-and-effect relationship between the two remains largely unknown.

In mammals, five Dnmt family members have been identified: *Dnmt1*, *Dnmt2* (also known as *Trdmt1*), *Dnmt3a*, *Dnmt3b* and *Dnmt3l*, yet only three (*Dnmt1*, *3a*, and *3b*) possess DNA methyltransferase activity (Robertson, 2005). Dnmt1 (the maintenance DNA methyltransferase) has a preference to methylate hemimethylated DNA whereas Dnmt3a and 3b prefer unmethylated DNA as substrate, and thus act as de novo DNA methyltransferases (Robertson, 2005). Dnmt3l is homologous to the other Dnmt3s but lacks catalytic activity (Robertson, 2005) and *Dnmt2* has sequence homology to all Dnmts but methylates cytoplasmic tRNA, and not DNA (Robertson, 2005). Administration of a small molecule Dnmt inhibitor has been shown to improve insulin sensitivity in the setting of obesity, in part by demethylating the *Adipoq* promoter, and a role for Dnmt1 in this process was suggested by genetic knockdown studies in cultured adipocytes (Kim et al., 2015).

Here, we identify Dnmt3a as a key epigenetic determinant of obesity-associated IR in adipose tissue. Dnmt3a plays a causal role in the development of cell autonomous IR in mouse and human adipocytes in a manner that is dependent on its catalytic activity. Consistent with results from adipocytes in vitro, we find that adipose-specific Dnmt3a deficiency in vivo confers protection from diet-induced IR and glucose tolerance without accompanying changes in body weight or adiposity. In addition, unbiased gene expression profiling suggests that Dnmt3a acts as primarily as a gene repressor, and reveals a set of adipocyte-specific target genes, including *Fgf21*. Further, we demonstrate that Dnmt3a mediates IR, at least in part, by methylating specific *cis*-regulatory elements in the *Fgf21* gene and thus suppressing its expression. We also provide evidence that similar mechanisms might be at play in human adipose tissue. These studies identify Dnmt3a as a novel epigenetic mediator of IR in adipocytes.

## Results

### Adipose expression of Dnmts inversely correlates with insulin sensitivity

To identify a potential role for Dnmts in the pathogenesis of insulin resistance, we compared their expression levels in insulin-sensitive metabolic tissues (i.e. liver, muscle, and adipose depots) in various metabolic settings. In a diet-induced obesity (DIO) mouse model, *Dnmt1* and *Dnmt3a* mRNA expression was elevated in adipose tissue, especially in epididymal and mesenteric WAT (Figure 1A, Figure 1—figure supplement 1A). Dnmt3a expression was significantly induced by HFD in skeletal muscle, but to a lesser degree than in adipose tissue. No effect of HFD was observed in liver (Figure 1—figure supplement 1B–C). In genetically obese *ob/ob* mice, mRNA expression of all three functional *Dnmts* was elevated in adipose tissue (Figure 1B). Importantly, expression of these genes was significantly reduced after treatment with the insulin sensitizer rosiglitazone (Rosi) (Figure 1B). Increased adipose expression of Dnmt3a was confirmed by immunoblotting in DIO mice (Figure 1C,D). Relative expression of Dnmt3a was higher in eWAT compared to skeletal muscle and liver compared in normal chow-fed mice (Figure 1—figure supplement 1D–E). *Dnmt2* and *Dnmt3l* mRNA displayed minimal expression in adipose tissue (not shown). Together, this led us to hypothesize that Dnmts may have a direct functional role in the pathogenesis of adipose IR.

**Figure 1.**
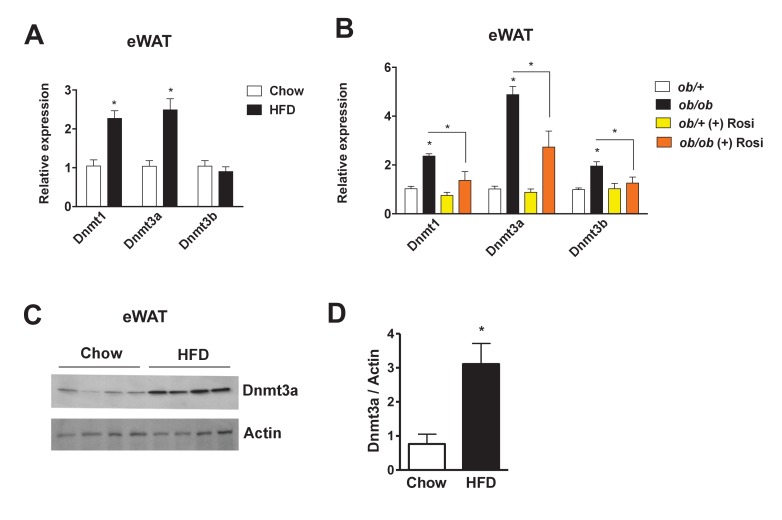
Increased adipose expression of Dnmts in obesity. (**A**) *Dnmt* mRNA expression in adipose from chow- and high fat-fed (HFD) C57Bl/6 mice (**A**); *n* = 6 mice, p<0.05, Student’s *t*-test, mean ±s.e.m.) and (**B**) in adipose tissue from *ob/*+and *ob/ob* mice in the presence and absence of ​rosiglitazone treatment (right; *n* = 7 for *ob/*+, *n* = 8 for *ob/*+plus Rosi, *n* = 7 for *ob/ob* with and without Rosi, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**C**) Western blot showing Dnmt3a protein levels in adipose tissue from chow vs. HFD mice. (**D**) Quantification of western blot in (**C**). 10.7554/eLife.30766.005Figure 1—source data 1.Figure 1—source data.

**Figure 1—figure supplement 1.**
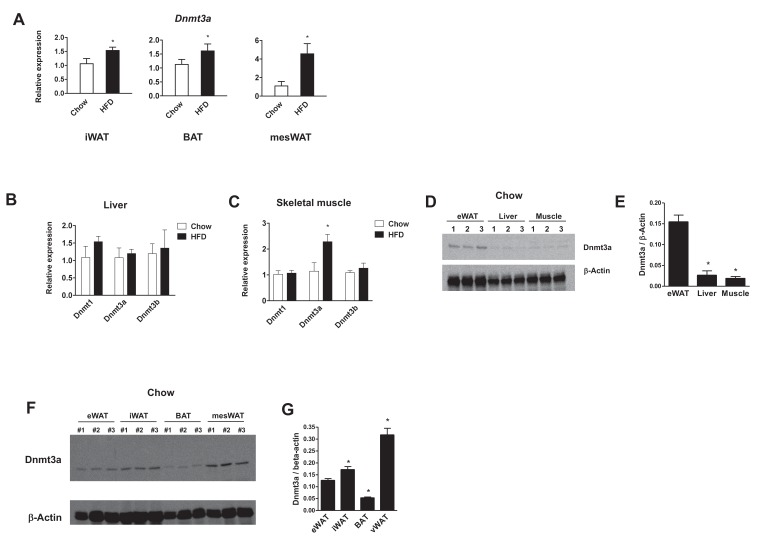
Expression of Dnmts in various metabolic tissues. (**A**) *Dnmt* mRNA expression in inguinal WAT (iWAT, *n* = 6), BAT (*n* = 6), and mesenteric WAT (mesWAT, *n* = 5) from chow- and high fat-fed C57Bl/6 mice (p<0.05, Student’s *t*-test, mean ±s.e.m.). (**B, C**) *Dnmt* mRNA expression in liver and skeletal muscle from chow- and high fat-fed C57Bl/6 mice (liver: *n* = 6, 5, skeletal muscle: *n* = 6, six mice, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**D**) Dnmt3a protein expression in eWAT, liver, and skeletal muscle in chow-fed C57Bl/6 mice (**E**) Quantification of western blot in **D** (*n* = 3, p<0.05, Student’s *t*-test, mean ±s.e.m.) (**F**) Dnmt3a protein expression of various adipose depots in chow-fed C57Bl/6 mice. (**G**) Quantification of western blot in (**F**) (*n* = 3, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.004Figure 1—figure supplement 1—source data 1.Figure 1—figure supplement 1—source data.

### Knock-down of Dnmt3a confers protection from drug-mediated IR

Given the inverse correlation of adipose *Dnmt* expression with insulin sensitivity, we sought to test the cell autonomous role of Dnmts in the development of IR. To that end, individual Dnmts were knocked-down in mature 3T3-L1 adipocytes using two distinct short hairpin RNAs (shRNAs) (Figure 2—figure supplement 1A–F). To promote IR, cells were treated with dexamethasone (Dex) and TNF-α (TNF) (Houstis et al., 2006; Kang et al., 2015) for an additional four days. Knock-down of individual Dnmts did not have a major impact on the basal level of insulin sensitivity when assessed by insulin-stimulated glucose uptake (Figure 2—figure supplement 2A–E). However, knock-down of *Dnmt3a*, but not *Dnmt1* or *Dnmt3b*, protected adipocytes from Dex- and TNF-mediated IR as assessed by insulin-stimulated glucose uptake and signal transduction (Figure 2A,B, Figure 2—figure supplement 2A–E). Given the elevated expression of adipose Dnmts in obesity, we were prompted to test whether overexpression of Dnmts per se is sufficient to drive IR in adipocytes. Individual Dnmts were expressed in mature 3T3-L1 adipocytes by lentiviral delivery. Interestingly, overexpression of Dnmt3a and 3b, but not Dnmt1, potently inhibited insulin-stimulated glucose uptake (Figure 2C). Additionally, we tested whether the causal role of Dnmt3a in the development of insulin resistance is conserved in human adipocytes. Overexpression of Dnmt3a powerfully inhibited insulin-stimulated glucose uptake in in vitro differentiated adipocytes from human adipose derived stem cells (Figure 2D). Together, our gain- and loss-of-function studies in vitro show that Dnmt3a is both necessary and sufficient to mediate IR in adipocytes in a cell autonomous manner.

**Figure 2.**
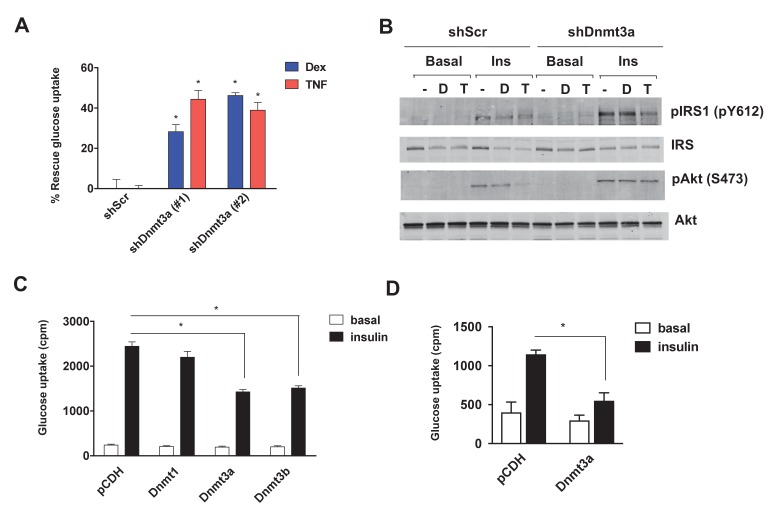
Dnmt3a is sufficient and necessary to mediate cell autonomous IR in vitro. (**A**) Two independent hairpins against ​Dnmt3a (versus scrambled control shRNA; shScr) were delivered to mature 3T3-L1 adipocytes (Day 8) via lentiviral transduction. Cells were then treated with ​Dex and ​TNF for 4 days and assessed for insulin-stimulated ​glucose uptake (^3^H-2-DG assay, n = 6, p<0.05). Shown is the % of insulin-stimulated glucose uptake rescued by *Dnmt3a* knockdown (n = 6, p<0.05). (**B**) Cells in (**A**) with #2 shDnmt3a hairpin and control cells were withdrawn from serum for 6 hr, stimulated with 20 nM insulin for 5 min and subjected to immunoblotting with antibodies against total and phospho-AKT and –IRS-1 with and without insulin. (**C**) Basal and insulin-stimulated glucose uptake in mature 3T3-L1 and (**D**) in in vitro-differentiated primary human adipocytes transduced with lentivirus expressing Dnmts or the empty plasmid vector, pCDH (*n* = 6, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.011Figure 2—source data 1.Figure 2—source data.

**Figure 2—figure supplement 1.**
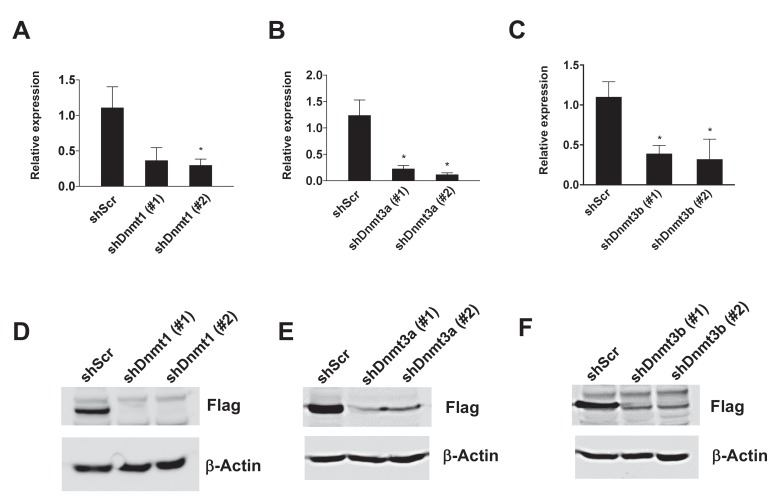
Knock-down efficiency of Dnmt hairpins. (**A-C**) Two independent hairpins against ​Dnmt1, 3a, and 3b (versus scrambled shRNA; shScr) were delivered to mature 3T3-L1 adipocytes (Day 8) via lentiviral transduction. Shown is mRNA (*n* = 3, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**D–F**) The Flag-tagged version of expression vectors for Dnmt1, 3a, and 3b were co-transfected with hairpins against them in 293 T cells. After 2 days of transfection, Flag western was performed. 10.7554/eLife.30766.008Figure 2—figure supplement 1—source data 1.Figure 2—figure supplement 1—source data.

**Figure 2—figure supplement 2.**
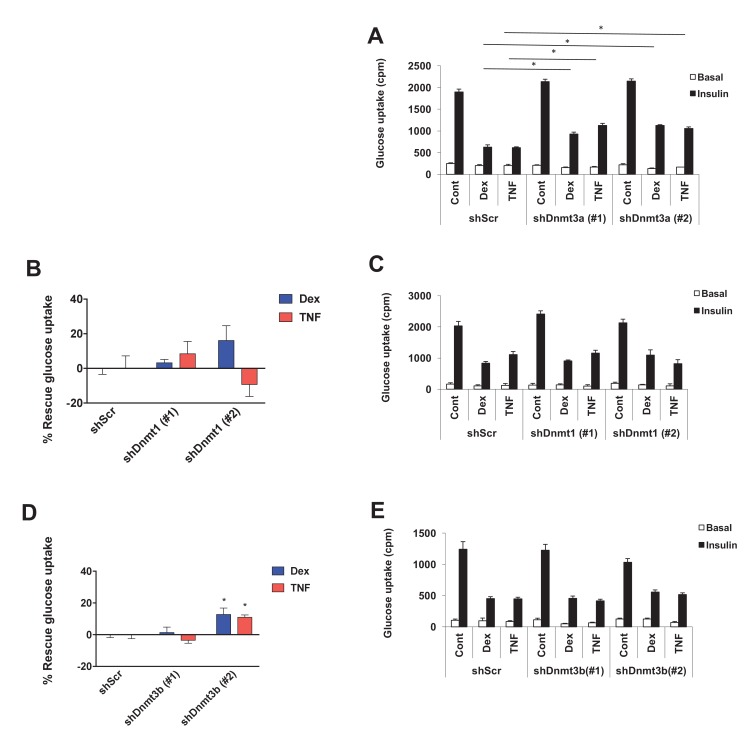
Dnmt3a is necessary for Dex- and TNF-mediated IR. (**A–E**) Two independent hairpins against ​Dnmt1, Dnmt3a, and Dnmt3b (versus scrambled shRNA; shScr) were delivered to mature 3T3-L1 adipocytes (Day 8) via lentiviral transduction, and cells were then treated with ​Dex and ​TNF for 4 days and assessed for insulin-stimulated ​glucose uptake (^3^H-2-DG assay, n = 6, p<0.05). Basal and insulin-stimulated glucose uptake shown in (**A, C** and **E**). (**B** and **D**) show the % of insulin-stimulated glucose uptake rescued by *Dnmt1, 3a,* and *3b* knockdown (n = 6, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.010Figure 2—figure supplement 2—source data 1.Figure 2—figure supplement 2—source data.

### DNA methyltransferase activity is critical for Dnmt3a to mediate IR

Studies have shown that Dnmt3a can act as a gene repressor using both catalytic-dependent and independent mechanisms (Bachman et al., 2001; Fuks et al., 2001). Thus, we sought to determine whether DNA methyltransferase activity is required to mediate IR. We initially pursued a pharmacological approach, using two synthetic Dnmt inhibitors, 5-azacytidine (5-Aza) (Stresemann and Lyko, 2008), a nucleoside analogue serving as a pseudo-substrate for Dnmts, and RG-108 (Brueckner et al., 2005), a non-nucleoside-based drug. Remarkably, both Dnmt inhibitors blocked Dex- and TNF-mediated IR (Figure 3A,B, Figure 3—figure supplement 1A,B). In addition to these synthetic inhibitors, the naturally occurring Dnmt inhibitors (Rajavelu et al., 2011) epigallocatechin gallate (ECCG) and theaflavin-3,3′-digallate (TF-3) also showed insulin-sensitizing activity in the setting of Dex- and TNF-mediated IR (Figure 3—figure supplement 1C–F). These data suggest that DNA methyltransferase activity is necessary for Dnmt3 to cause IR. To further probe this hypothesis, we overexpressed a catalytically inactive allele of Dnmt3a (C706S) (Hsieh, 1999). Unlike the wild-type allele, Dnmt3a C706S was unable to suppress insulin-stimulated glucose uptake (Figure 3C). Together, the pharmacological and genetic evidence indicates that DNA methyltransferase activity is essential for Dnmt3a to mediate IR.

**Figure 3.**
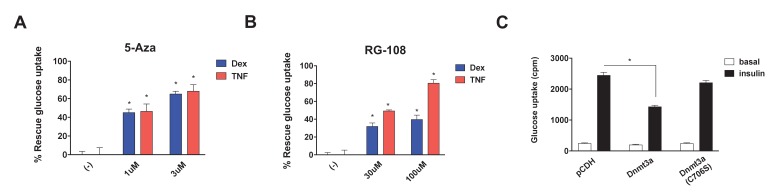
DNA methyltransferase activity is critical for Dnmt3a to mediate IR. Insulin-stimulated glucose uptake assay was conducted using 3T3-L1 adipocytes treated with Dnmt inhibitors (**A**, 5-Aza; **B**, RG-108) and Dex or TNF for 4 days. Shown is the % of insulin-stimulated glucose uptake rescued by Dnmt inhibitors (n = 6, p<0.05). (**C**) Basal and insulin-stimulated glucose uptake in mature 3T3-L1 adipocytes transduced with wild-type Dnmt3a vs. a catalytically inactive allele (C706S) (*n* = 6, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.015Figure 3—source data 1.Figure 3—source data.

**Figure 3—figure supplement 1.**
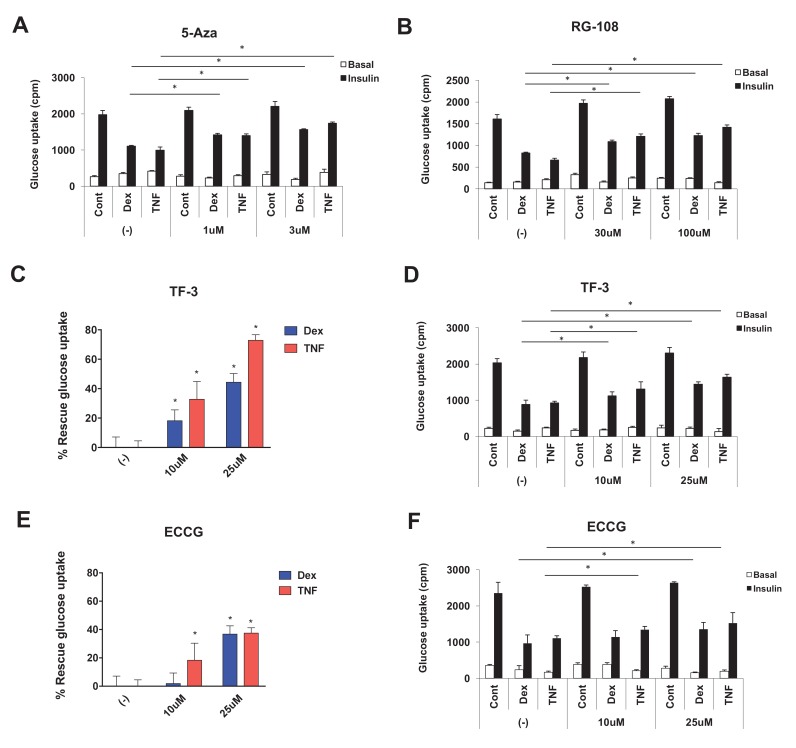
Dnmt inhibitors confer protection from Dex- and TNF-mediated IR. (**A–F**). Insulin-stimulated glucose uptake assay was conducted on 3T3-L1 adipocytes co-treated with Dex or TNF and the Dnmt inhibitors (**A**) RG-108, (**B**) 5-Azacytidine (5-Aza), (**C, D**) theaflavin-3,3’-digallate (TF3), and (**E, F**) epigallocatechin gallate (ECCG) for 4 days. Basal and insulin-stimulated glucose uptake shown in (**A, B, D, and F**). (**C** and **E**) show the % of insulin-stimulated glucose uptake rescued by Dnmt inhibitors (n = 6, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.014Figure 3—figure supplement 1—source data 1.Figure 3—figure supplement 1—source data.

### Adipose-specific Dnmt3a deficiency confers protection from diet-induced insulin resistance and glucose intolerance

We next sought to determine whether loss of Dnmt3a in adipocytes could confer protection from diet-induced adipose tissue and systemic IR in vivo. To address this, we generated adipose-specific Dnmt3a knock-out mice (*Dnmt3a^AdiKO^*) by crossing Dnmt3a floxed mice (*Dnmt3a^f/f^*) (Nguyen et al., 2007) to adiponectin-Cre mice (Eguchi et al., 2011) (Figure 4—figure supplement 1A,B). On chow diet, male WT and *Dnmt3a^AdiKO^* animals did not show any obvious change in their body weight, insulin sensitivity, glucose tolerance, or insulin levels (Figure 4—figure supplement 2A–D). On HFD (45% fat), *Dnmt3a^AdiKO^* mice still showed no significant differences in body weight or composition relative to littermate controls (Figure 4A,B). Moreover, the effect of long-term fasting (16 hr) on body weight or body composition did not differ between genotypes (Figure 4C), suggesting that gross energy homeostasis is not altered in the knock-out animals. Despite no obvious change in energy balance, high fat fed male *Dnmt3a^AdiKO^* mice exhibited improved glucose tolerance (Figure 4D,E) and insulin sensitivity (Figure 4F,G) with reduced serum insulin in the fed state (Figure 4H). Consistent with their metabolic improvement, male *Dnmt3a^AdiKO^* mice display increased insulin signal transduction in adipose tissue, as demonstrated by increased insulin-stimulated phosphorylation of IRS and AKT (Figure 4I,J). Similarly, female *Dnmt3a^AdiKO^* mice display improved insulin sensitivity and glucose tolerance on HFD without a change in body weight (Figure 4—figure supplement 3A–C). We next assessed whether insulin sensitization could be due to either enhanced browning or reduced inflammation of WAT. With regard to the former, we found no consistent change in the expression of major thermogenic genes such as *Ucp1* and *Ppargc1a* in either iWAT and BAT (Figure 4—figure supplement 4A,B). Additionally, gene expression analysis showed a nonsignificant trend toward reduced expression of proinflammatory genes such as *Tnfa* and *Ccl2* (which encodes MCP-1) in the eWAT of *Dnmt3a^AdiKO^* mice (Figure 4—figure supplement 5A). We also saw no obvious change in the density of crown-like structures between WT and KO tissues (Figure 4—figure supplement 5B). Together, these results demonstrate that adipose-specific deletion of Dnmt3a confers protection from diet-induced IR in a manner that is independent of adiposity, inflammation, or browning of white adipose tissue.

**Figure 4.**
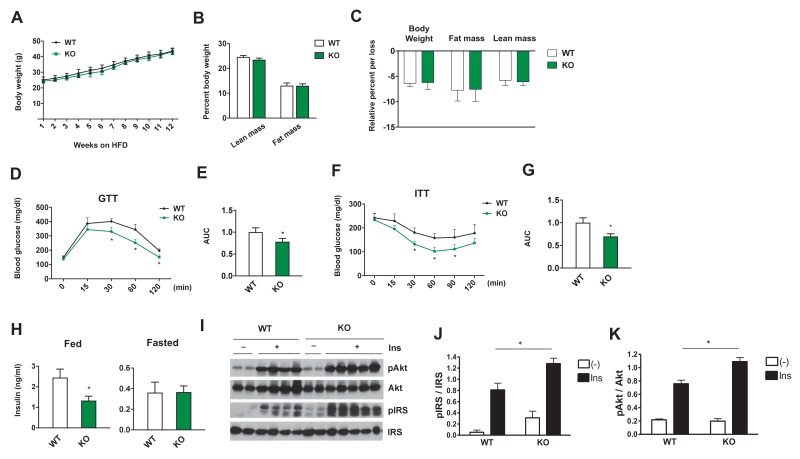
Adipose-specific Dnmt3a KO mice display improved whole body insulin sensitivity and glucose tolerance on HFD. (**A**) Body weight of *Dnmt3a^AdiKO^* and control mice on HFD (n = 7, 9, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**B**) Body composition after 10 weeks of HFD (n = 7, 9). (**C**) Effect of long-term fasting (16 hr) on body weight or body composition by EchoMRI. Shown is % loss after fasting (n = 14, 14, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**D**) Glucose tolerance test after 9 weeks on HFD (n = 7, 9, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**E**) The area under curve (AUC) in (**D**). (**F**) Insulin tolerance test after 11 weeks on HFD (n = 7, 9, p<0.05, Student’s *t*-test, mean ±s.e.m.). (**G**) AUC in (**F**). (**H**) Fed and fasted insulin levels measured by ELISA (n = 7, 9 p<0.05, Student’s *t*-test, mean ±s.e.m.) (**I**) Immunoblot of total and phospho-AKT and IRS-1 in eWAT after IP insulin. (**J**) Quantification of western blot in (**I**). 10.7554/eLife.30766.027Figure 4—source data 1.Figure 4—source data.

**Figure 4—figure supplement 1.**
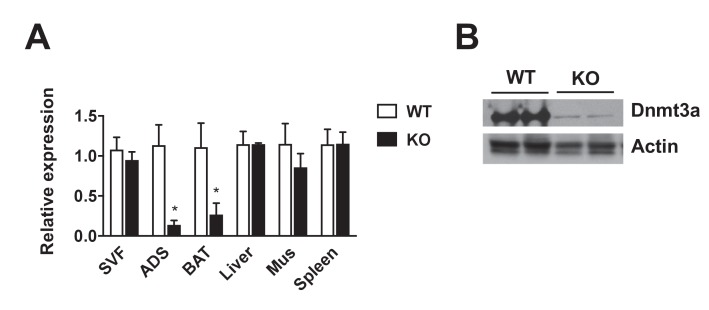
Adipose-specific deletion of Dnmt3a. Adipose tissue deletion of Dnmt3a was confirmed in 8 wk-old Dn*mt3a^AdiKO^* (KO) mice by qPCR (n = 3, p<0.05, Student’s *t*-test, mean ±s.e.m.) (**A**) and western blot (**B**). 10.7554/eLife.30766.018Figure 4—figure supplement 1—source data 1.Figure 4—figure supplement 1—source data.

**Figure 4—figure supplement 2.**
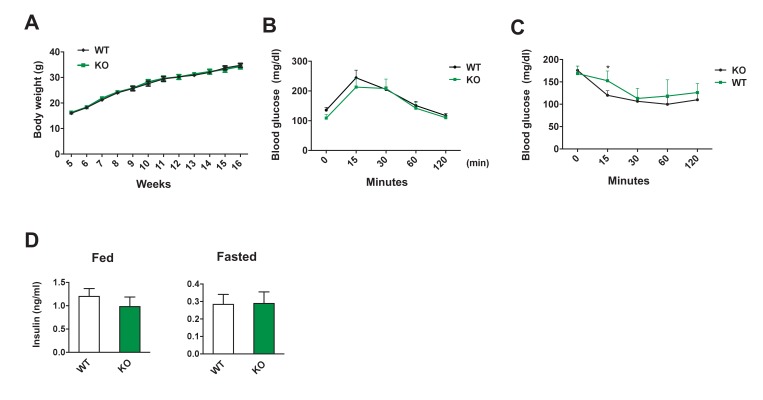
Metabolic features of *Dnmt3a^AdiKO^* mice on chow. (**A**) Body weight of *Dnmt3a^AdiKO^* mice on chow. Glucose (**B**) and insulin tolerance test (**C**) on 11 and 12 wk old KO and WT mice on chow. (**D**) Insulin levels of fed and fasted chow-fed KO and WT mice as measured by ELISA. (n = 8, 8, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.020Figure 4—figure supplement 2—source data 1.Figure 4—figure supplement 2—source data.

**Figure 4—figure supplement 3.**
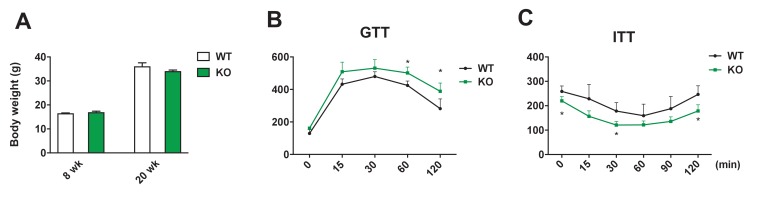
Metabolic features of female *Dnmt3a^AdiKO^* on HFD. (**A**) Body weight was measured at 8-wk-old mice prior to HFD regimen and at 22-wk-old mice on HFD. Glucose (**B**) and insulin tolerance test (**C**) on 19 and 20 wk old KO and WT mice on HFD. (n = 6, 6, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.022Figure 4—figure supplement 3—source data 1.Figure 4—figure supplement 3—source data.

**Figure 4—figure supplement 4.**
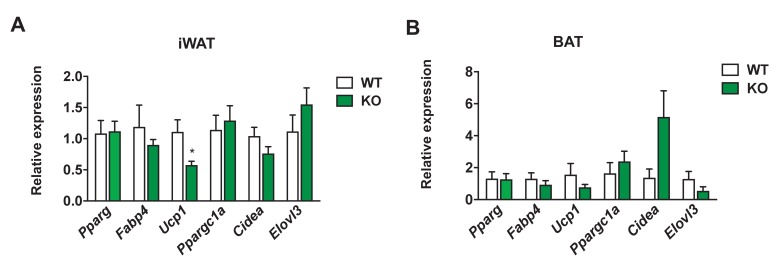
Gene expression profile of thermogenic genes in *Dnmt3a^AdiKO^* mice on HFD. The expression of major thermogenic genes was measured by qPCR in iWAT (**A**) and BAT (**B**) from WT and KO mice on HFD (iWAT: n = 6,6; BAT n = 5,5 Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.024Figure 4—figure supplement 4—source data 1.Figure 4—figure supplement 4—source data.

**Figure 4—figure supplement 5.**
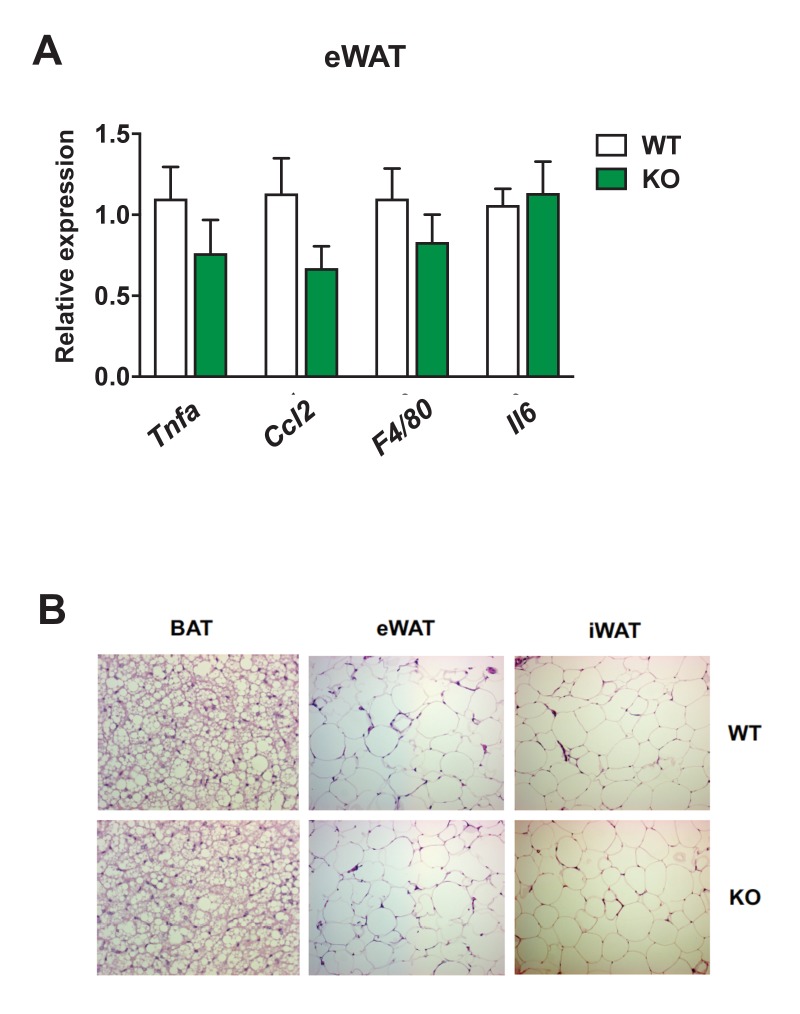
Gene expression analysis of proinflammatory genes and histology examination of eWAT from *Dnmt3a^f/f^ and Dnmt3a^AdiKO^* mice on HFD. The expression of major proinflammatory genes was measured by qPCR in iWAT (**A**) and BAT (**B**) from WT and KO mice on HFD (iWAT: n = 6, 6; BAT n = 5,5 Student’s *t*-test, mean ±s.e.m.). (**C**) Representative microscopic image of adipose depots from WT and KO mice on HFD after staining with hematoxylin and eosin (H&E). 10.7554/eLife.30766.026Figure 4—figure supplement 5—source data 1.Figure 4—figure supplement 5—source data.

### Unbiased gene profiling studies reveal that Fgf21 is a key metabolic target gene of Dnmt3a in adipocytes

Dnmt3a affects developmental processes by regulating non-overlapping sets of cell type-specific target genes (Challen et al., 2011; Nguyen et al., 2007; Nishikawa et al., 2015). To gain mechanistic insight into Dnmt3a-mediated IR at the molecular level, we performed RNA-seq in 3T3-L1 adipocytes, in both gain- and loss-of-function contexts. 

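RNA-seq was performed on 3T3-L1 adipocytes, a mouse fibroblast line that is differentiated in culture into fat-storing adipocytes. Mature adipocytes were transduced with lentivirus on day 8 of differentiation. The paper's methods give 24 hr of contact with the virus, whereas the sample labels give 48 h and a harvest 4 days after transduction. There were 4 groups of 3 libraries: GFP and Dnmt3a, which carried a pCDH expression vector, and shScr and shDnmt3a, which carried a scrambled hairpin or a hairpin against Dnmt3a. Which Dnmt3a hairpin was used is not given in the sources used here. Nor do these sources say that the libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The authors depleted ribosomal RNA, aligned the reads to the mouse genome (mm9) with TopHat2 and counted them per transcript with featureCounts. Their deposited table gives whole-number counts, not normalized, for 27473 features in 12 libraries. Total counts per library were 34796944 to 47341091 for GFP (median 40161501) and 29084732 to 40762934 for Dnmt3a (median 36263332). They were 30406492 to 37403514 for shScr (median 34303516) and 35013931 to 40973267 for shDnmt3a (median 35749357). Replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 2.52 to 10.7 over the pairs within a group. From the deposited counts, Dnmt3a was compared with GFP, and shDnmt3a with shScr, by edgeR's quasi-likelihood test on TMM-scaled counts. Genes with low counts were left out by edgeR's default filter, which left 14168 genes on overexpression and 14115 on knock-down, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.05, and in the counts of strongly changed genes also at an absolute log2 fold change of at least 1, the smallest change that the tables of Supplementary file 1 hold. The paper's text states no p threshold. Levels are given as CPM, counts scaled to library size. Gene lists of known pathways, cell types and gene families, 27 in all, were tested with limma's camera. They were fixed after the paper's fold changes in Supplementary file 1 had been read, so the lists are not independent of these libraries. Whether the reads were counted by strand is not given, so overlapping genes on opposite strands cannot be told apart, and paralogs may share reads.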

We have successfully used this approach to enhance our ability to identify *bona fide* targets (Kang et al., 2012). We found that 97 genes were repressed after shRNA-mediated Dnmt3a knock-down, while only eight genes were up-regulated in the presence of excess Dnmt3a; the single gene showing concordant regulation was Dnmt3a itself (Figure 5A). Conversely, 290 genes were induced by Dnmt3a knock-down, and 36 genes showed diminished expression after Dnmt3a overexpression; seven genes were concordantly regulated by both manipulations (Figure 5B and C and Supplementary file 1). These data are consistent with the expectation that Dnmt3a works primarily as a repressor of gene expression. 

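Dnmt3a itself, the DNA methyltransferase that was targeted, stood at 41.0, 39.3 and 39.4 CPM in the 3 shDnmt3a libraries and at 81.2, 86.3 and 78.5 in the 3 shScr libraries. Its log2 fold change on knock-down was −1.04 (standard error 0.046, adjusted p = 7.71e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes of the interferon response, the antiviral program of most cells, fell together on knock-down: 46 of the 49 measured were lower, 1 was higher and 2 did not pass the test (46 lower and 1 higher when adjusted over the list alone). All 15 measured genes of MHC class I antigen presentation were lower (15 when adjusted over the list alone), as were all 27 subunits and carriers of oxidative phosphorylation (27 when adjusted over the list alone). Ifit3, an interferon-induced protein that binds viral RNA, fell from 291 ± 7.07 to 72.6 ± 5.55 CPM (SD, n = 3 libraries each) (log2 standard error 0.046, adjusted p = 3.19e-17, same edgeR quasi-likelihood test). Gbp10, an interferon-induced GTPase, had a log2 fold change of −2.29 (standard error 0.11). Oas1g and Oas1a, sensors of double-stranded RNA that as paralogs may share reads, had log2 fold changes of −1.85 and −1.71. The exception was Isg20, an interferon-induced exonuclease picked out after its values were seen, at a log2 fold change of 1.02. Among the MHC class I genes, Tap1, the peptide transporter, had a log2 fold change of −1.01, and H2-D1 and H2-K1, heavy chains that may share reads, both −0.92. In oxidative phosphorylation the changes were smaller, for example −0.51 for the ATP synthase subunit Atp5b and −0.63 for the succinate dehydrogenase subunit Sdhb. The lysosome list had 12 of 18 members lower and 4 higher (12 lower and 5 higher when adjusted over the list alone), with Lamp1, a lysosomal membrane protein, at −0.89. In 1 fit of all 12 libraries, a comparison chosen after the data were seen, the shScr libraries also lay above the GFP libraries in these lists, with a median log2 difference of 1.05 for interferon, 0.753 for MHC class I and 0.364 for oxidative phosphorylation, where 27 of 27 genes were higher. Between shDnmt3a and GFP libraries these medians were 0.132, 0.0347 and −0.0107, and for the lysosome the 2 medians were 0.226 and 0.0421. Retn, the adipokine resistin, had a log2 fold change of −1.25 (standard error 0.062). The median log2 fold change was −1.01 for the interferon list (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 6.53e-36, and 0.0242 with an estimated correlation) and −0.89 for MHC class I (camera adjusted p = 5.49e-14, and 0.0368 with an estimated correlation). It was −0.39 for oxidative phosphorylation and −0.232 for the lysosome, with camera adjusted p = 2.53e-17 and 0.000762, and these calls were lost with an estimated correlation (adjusted p = 0.164 and 0.116 with an estimated correlation). Altogether, 123 of 14115 genes were lower on knock-down at an absolute log2 fold change of at least 1, and 3173 at adjusted p alone.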

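In the Dnmt3a libraries, Dnmt3a stood at 2743, 2776 and 2730 CPM, against 93.2, 90.7 and 96.6 in the GFP libraries. This is a log2 fold change of 4.88 (standard error 0.041, adjusted p = 4.18e-43, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in counts that do not separate the transgene from the cell's own gene. Lists of fat cell metabolism were among those that rose on overexpression, by small amounts. All 27 measured genes of oxidative phosphorylation were higher, as were 23 of 26 genes of adipocyte identity, 20 of 28 of fatty acid oxidation and ketogenesis and 15 of 21 of cholesterol synthesis, and none of these was lower (27, 24, 21 and 16 higher when adjusted over each list alone). Fabp4, the fatty acid carrier of adipocytes, rose from 4987 ± 320 to 6428 ± 180 CPM (SD, n = 3 libraries each), a log2 fold change of 0.37 (standard error 0.036, adjusted p = 7.40e-10, same edgeR quasi-likelihood test). Acadm, an enzyme of fatty acid oxidation, had a log2 fold change of 0.34, Insig1, which restrains sterol synthesis, 0.32, and the ATP synthase subunit Atp5b 0.34. RNAs whose level varies with RNA isolation and removal of ribosomal RNA were also higher in the Dnmt3a libraries: all 4 measured, which are Lars2 and 3 small structural RNAs, among them Rpph1 at 0.75 and Rmrp at 0.55 (4 higher when adjusted over the list alone). Past a log2 fold change of 1 stood, for example, Ugt3a2, a glycosyltransferase that rose from 0.540 ± 0.251 to 1.70 ± 0.292 CPM, and Tg, the thyroglobulin gene, at a log2 fold change of 1.07. The medians were 0.219 for adipocyte identity, 0.248 for fatty acid oxidation and 0.164 for cholesterol synthesis (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 2.16e-15, 3.85e-13 and 1.23e-09, and 0.0114, 0.0114 and 0.0242 with an estimated correlation). Those of oxidative phosphorylation, 0.307, and of the list with the structural RNAs, 0.753, had camera adjusted p = 1.32e-27 and 2.55e-05 but were not called with the residual estimate (adjusted p = 0.0727 and 0.165 with an estimated correlation). In 1 fit of all 12 libraries, chosen after the data were seen, fatty acid oxidation genes also lay above GFP in shScr (median 0.362, 19 of 29 higher and 4 lower) and in shDnmt3a (median 0.136, 16 higher and 3 lower). The medians in shScr and shDnmt3a were 0.0234 and −0.00664 for adipocyte identity, −0.0892 and −0.171 for cholesterol synthesis and −0.0294 and −0.0899 for the list with the structural RNAs. At an absolute log2 fold change of at least 1, 24 of 14168 genes were higher on overexpression, and 2024 at adjusted p alone. Dnmt3a was the 1 gene both lower on knock-down and higher on overexpression at this size, where independent lists would share 0.118 (Fisher's exact test, two-sided, p = 0.112). Dnmt3a was the target of both manipulations, so this test cannot decide whether they share other genes. The count of 24 was 5 with DESeq2, 7 when 1 CPM was required in 3 libraries, 12 at an adjusted p under 0.01 and 41 with no filter on low counts, and the count of 1 was 2 without GFP replicate 3, Dnmt3a replicate 2 or shDnmt3a replicate 2.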

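Knock-down of Dnmt3a was accompanied by higher levels of genes that cells induce at low oxygen and of the enzymes of glycolysis. Of 23 measured hypoxia response genes, 21 were higher and none was lower, and of 16 measured genes of glycolysis 14 were higher and none was lower (21 and 14 higher when adjusted over each list alone). Egln3, the prolyl hydroxylase that marks HIF-1α for destruction, rose from 63.6 ± 1.20 CPM in shScr to 311 ± 8.21 in shDnmt3a (SD, n = 3 libraries each), a log2 fold change of 2.29 (standard error 0.038, adjusted p = 1.12e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lox, which cross-links collagen, rose by a log2 of 1.64. In glycolysis, phosphoglycerate kinase (Pgk1) rose from 914 ± 30.4 to 2693 ± 44.7 CPM, and Slc2a1, the GLUT1 glucose transporter, from 69.3 ± 0.417 to 209 ± 0.466. The median log2 fold change was 1.32 for the hypoxia list and 0.923 for glycolysis (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 5.48e-24 and 5.51e-15, and 0.00967 and 0.0269 with an estimated correlation). In 1 fit of all 12 libraries, chosen after the data were seen, the medians were −0.676 and −0.419 between shScr and GFP libraries and 0.453 and 0.393 between shDnmt3a and GFP libraries. Clade B serpins, intracellular protease inhibitors, had 9 of 12 members higher and 1 lower (9 and 1 when adjusted over the list alone). Among them Serpinb9f rose by a log2 of 5.52 (standard error 0.24), from 0.0974 ± 0.00999 to 4.64 ± 0.154 CPM, and Serpinb9g by 5.18, Serpinb9e by 3.87 and Serpinb9c by 3.24. These paralogs may share reads, and the list, with a median of 1.29, was called by camera (adjusted p = 2.47e-05) but not with an estimated correlation (adjusted p = 0.0861 with an estimated correlation). Heat shock genes were higher in 7 of 12 cases and lower in 2 (7 and 2 when adjusted over the list alone), with Hspa1b at 1.38, and ER chaperones in 9 of 19 and 2 (10 and 2 when adjusted over the list alone), with Hspa5 at 0.52. Both lists were called with the preset correlation but not with an estimated one (limma's camera, adjusted p = 0.0045 and 0.0165 with the preset value, adjusted p = 0.106 and adjusted p = 0.452 with an estimated correlation). Against GFP, the medians in shScr and shDnmt3a were −0.845 and 0.406 for clade B serpins, −0.208 and 0.232 for heat shock and −0.0647 and 0.0328 for ER chaperones. Fatty acid oxidation and ketogenesis genes went both ways, with 8 of 29 higher and 14 lower (9 and 15 when adjusted over the list alone), a median of −0.101 and a mean of 0.314 (camera adjusted p = 0.22). Its member Ehhadh, an enzyme of peroxisomal oxidation, rose by a log2 of 3.06. Of 9 macrophage and leukocyte markers, 4 were higher, with Cd53 at 1.94, Trem2 at 1.81 and Cd74 at 1.54, and 2 were lower, with Mpeg1 at −1.64 (4 and 2 when adjusted over the list alone; camera adjusted p = 0.246). Ghrh, which encodes growth hormone-releasing hormone, rose by a log2 of 4.53. At an absolute log2 fold change of at least 1, 395 of 14115 genes were higher on knock-down, and 3294 at adjusted p alone.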

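Overexpression of Dnmt3a was accompanied by lower levels of inflammatory genes and of genes of cell division. Of 26 measured targets of NF-kB, the transcription factor of inflammation, 17 were lower and 1 was higher (17 and 2 when adjusted over the list alone), and of 28 cell cycle genes 20 were lower and 1 was higher (21 and 1 when adjusted over the list alone). Interferon response genes were lower in 39 of 49 cases (40 when adjusted over the list alone) and higher in 1, Ifi27l2a, at a log2 fold change of 0.60. Nfkbie, an inhibitor of NF-kB that NF-kB itself induces, fell from 14.2 ± 2.88 to 3.72 ± 0.516 CPM (SD, n = 3 libraries each), a log2 fold change of −1.93 (standard error 0.12, adjusted p = 9.70e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine gene Ccl2 fell from 21.2 ± 2.22 to 10.0 ± 0.644 CPM, and Gadd45b, a stress-induced gene, had a log2 fold change of −1.56. Among the cell cycle genes, topoisomerase Top2a had a log2 fold change of −0.76, Mki67, which encodes Ki-67, −0.98, and Cenpf, a kinetochore protein, −1.18. Mx2, an interferon-induced antiviral GTPase, had a log2 fold change of −0.85 (standard error 0.051). The genes higher against their lists were Nfkb2 and Plk1, both picked out after their values were seen, at log2 fold changes of 0.33 and 0.20. In the DNA methylation machinery 7 of 16 genes were lower and none was higher (7 lower when adjusted over the list alone), among them Uhrf1, which guides Dnmt1 to newly copied DNA, at −0.72. Klf5, a transcription factor of early adipogenesis, had a log2 fold change of −1.80. The medians were −0.498 for NF-kB targets, −0.538 for the cell cycle and −0.315 for the interferon list (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 1.70e-13, 5.49e-14 and 6.64e-21, and 0.0114, 0.0114 and 0.00967 with an estimated correlation). The median of the methylation machinery was −0.121, and its camera call (adjusted p = 0.000261) was lost otherwise (adjusted p = 0.0668 with an estimated correlation). Both hairpin groups also lay below the GFP libraries for cell cycle genes and NF-kB targets in 1 fit of all 12 libraries, chosen after the data were seen: the cell cycle median was −0.933 in shScr and −0.876 in shDnmt3a, and that of NF-kB targets −0.948 and −0.864. Interferon genes, by contrast, were higher than GFP in 45 of 49 cases in shScr, and in shDnmt3a 25 were higher and 11 lower. For the methylation machinery the medians were −0.182 in shScr and −0.0714 in shDnmt3a. At an absolute log2 fold change of at least 1, 79 of 14168 genes were lower on overexpression, and 1826 at adjusted p alone. In the fit of all 12 libraries, 78 genes lower by this size also had medians below GFP in both hairpin groups. The median was −1.2 in shScr (51 lower, 0 higher) and −0.908 in shDnmt3a (45 lower, 2 higher). These genes were chosen on the same GFP libraries, which favours such a pattern, so high levels in those libraries stay open. The count of 79 was 30 with DESeq2 and 31 when 1 CPM was required in 3 libraries.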

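Genes both higher on knock-down and lower on overexpression, each by a log2 of at least 1, numbered 10: Ptgs2, Filip1l, Efnb2, Fgd3, Lphn3, P2rx7, E2f2, Serpinb5, Tmem180 and Tmie. Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, stood at 12.7 ± 0.488 CPM in GFP and 3.82 ± 0.970 in Dnmt3a, and at 3.17 ± 0.497 in shScr and 10.3 ± 0.740 in shDnmt3a (SD, n = 3 libraries each). Its log2 fold changes were −1.76 on overexpression (standard error 0.11, adjusted p = 1.18e-14) and 1.68 on knock-down (standard error 0.11, adjusted p = 3.01e-10), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Filip1l, a filamin-interacting protein, changed by a log2 of −1.05 and 1.44, Efnb2, the ligand ephrin-B2, by −1.02 and 1.25, Fgd3, an activator of Cdc42, by −1.23 and 1.36, and Lphn3, an adhesion receptor, by −1.07 and 1.17. P2rx7, an ATP-gated ion channel, rose on knock-down from 0.242 ± 0.0951 to 10.2 ± 0.402 CPM, a log2 fold change of 5.36 (standard error 0.18, adjusted p = 7.45e-15, same edgeR quasi-likelihood test). On overexpression its log2 fold change was −1.13 (standard error 0.42, adjusted p = 0.0406, same edgeR quasi-likelihood test). E2f2, Serpinb5, Tmem180 and Tmie averaged under 1 CPM in every group. Independent lists of these sizes would share 1.4 genes (Fisher's exact test, two-sided, p = 1.08e-06, odds ratio 8.68 over 13893 genes tested in both comparisons). The test treats genes as independent, which they are not, so its p-value can be too small. The median log2 difference of the 10 genes was −1.42 between shScr and GFP libraries and −0.138 between shDnmt3a and GFP libraries, a comparison chosen after the data were seen. With DESeq2, and when 1 CPM was required in 3 libraries, the 10 were reduced to 5, which were Efnb2, Fgd3, Filip1l, Lphn3 and Ptgs2, and at an adjusted p under 0.01 to 6. The call of P2rx7 on overexpression was lost without GFP replicate 1 (adjusted p = 0.058), GFP replicate 2 (adjusted p = 0.159), Dnmt3a replicate 2 (adjusted p = 0.193) or Dnmt3a replicate 3 (adjusted p = 0.134), with no filter on low counts (adjusted p = 0.055) and with the replicate number as a block (adjusted p = 0.0571), all from edgeR's quasi-likelihood test.

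**Figure D1:**
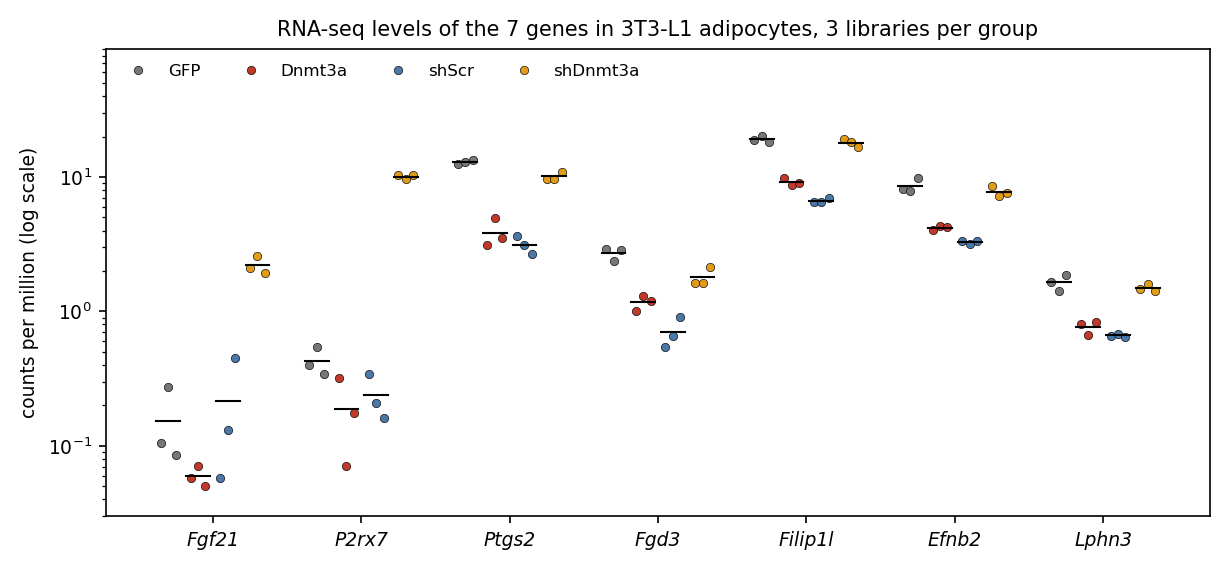
CPM, on a log scale, of Fgf21 and 6 other genes named by the paper in each of the 12 RNA-seq libraries of 3T3-L1 adipocytes. Each point is 1 library and each bar the mean of the 3 libraries of a group. For Ptgs2, the 3 Dnmt3a libraries lie below the 3 GFP libraries and the 3 shDnmt3a libraries above the 3 shScr libraries.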

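Among strongly changed genes, those higher on knock-down outnumbered those lower, and those lower on overexpression outnumbered those higher. At an absolute log2 fold change of at least 1, 76.3% of the genes called on knock-down were higher, and 23.3% of those called on overexpression. In a comparison chosen after seeing the data, 78 such genes lower on overexpression had medians below GFP in both hairpin groups. They were −1.2 in shScr (51 lower, 0 higher) and −0.908 in shDnmt3a (45 lower, 2 higher). For 122 genes lower on knock-down they were 1.09 in shScr (93 higher, 1 lower) and −0.184 in shDnmt3a (32 higher, 45 lower). For the 395 higher on knock-down they were −0.594 and 0.906. All were chosen on these libraries, so differences between the control groups stay open. At adjusted p alone, the median absolute log2 change of the called genes was 0.304 on knock-down and 0.233 on overexpression. There the directions were nearly even, with 50.9% and 52.6% higher. TMM scaling centres the fold changes, whose medians over the tested genes were −0.000268 on knock-down and −0.00663 on overexpression. Such centring favours an even split, so the split decides nothing about a main direction. Oxidative phosphorylation genes were higher on overexpression than with GFP and lower on knock-down than with shScr, whose libraries also lay above the GFP libraries. The interferon response list, by contrast, was lower in both comparisons, but on knock-down only relative to shScr. Its median against GFP was 1.05 in shScr (45 of 49 higher, 2 lower) and 0.132 in shDnmt3a (25 higher, 11 lower). Csf1, a macrophage growth factor induced by NF-kB, was also lower in both comparisons, at −0.91 on overexpression and −0.82 on knock-down. Mmp9, a matrix metalloproteinase, was the 1 gene lower in both by a log2 of at least 1, at −2.09 and −1.08, where independent lists would share 0.48 (Fisher's exact test, two-sided, p = 0.383). Mmp9 too was scarce, at 0.76 CPM in GFP, 0.19 in Dnmt3a, 0.43 in shScr and 0.20 in shDnmt3a. Against GFP, in the fit of all 12 libraries, it differed by a log2 of −0.81 in shScr and −1.89 in shDnmt3a. Cd28, Gm6377, Lars2, Ly49G and Serpinb9f were higher in both by that size, where independent lists would share 0.344 (Fisher's exact test, two-sided, p = 1.44e-05). Of these 5, Lars2, whose transcript holds sequence similar to ribosomal RNA, ranged from 1201 to 11400 counts among the GFP libraries, and Serpinb9f was not called on overexpression without GFP replicate 1 (adjusted p = 0.0611, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd28, Gm6377 and Ly49G averaged under 1 CPM in every group. Gm6377 was read 11, 10 and 1 times in the shScr libraries and 11, 28 and 19 times in the shDnmt3a libraries. The call of Lars2 was lost with DESeq2 (adjusted p = 0.477 on overexpression and 0.268 on knock-down) and, by edgeR's quasi-likelihood test, without GFP replicate 2, Dnmt3a replicate 1 or 2, shScr replicate 2 or 3, or shDnmt3a replicate 2 (adjusted p = 0.141, 0.151, 0.0781, 0.0537, 0.132 and 0.0577). At adjusted p alone, 504 genes were higher on knock-down and lower on overexpression, where independent lists would share 419 (Fisher's exact test, two-sided, p = 5.76e-07, odds ratio 1.33). The opposite class, lower on knock-down and higher on overexpression, held 838 genes, where independent lists would share 459 (Fisher's exact test, two-sided, p = 4.09e-94, odds ratio 2.93). Fisher's exact test treats genes as independent, but genes vary together. For oxidative phosphorylation the estimated correlation between genes was 0.343 on overexpression and 0.517 on knock-down. The Fisher p-values given here can therefore be too small. Across the 13892 genes other than Dnmt3a tested in both comparisons, the log2 fold changes had a Pearson r of 0.0379 and a Spearman rho of −0.0183, as a description across genes, which are not independent replicates. The Pearson r was −0.000744 with no filter on low counts and 0.00394 when 1 CPM was required in 3 libraries. Every library of one group lay beyond every library of the other for 52.9% of genes on knock-down and 39.5% on overexpression, where chance gives 10%. From the numbers of genes induced and repressed by the 2 manipulations, the paper proposes that Dnmt3a works mainly to repress gene expression.

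**Figure D2:**
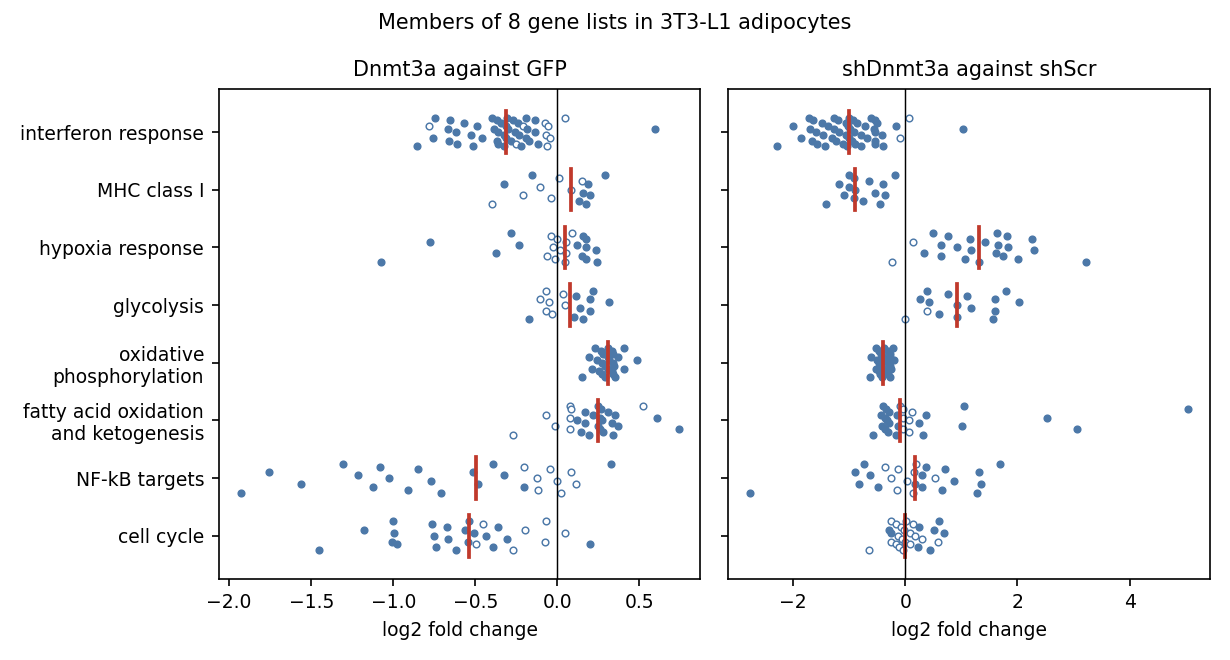
Log2 fold change of each measured member of 8 gene lists, with Dnmt3a against GFP on the left and shDnmt3a against shScr on the right; the horizontal scales of the panels differ. Each point is 1 gene, filled at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the red bar is the median of the list. All 27 points of oxidative phosphorylation lie above 0 on the left and below 0 on the right.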

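Fgf21, which encodes a secreted fibroblast growth factor that acts on adipocytes through the receptor Fgfr1 and the co-receptor β-Klotho, lies on the minus strand of chromosome 7 of NCBIM37 (mm9) from 52869277 to 52870860. Its RNA was scarce in all libraries but those of the knock-down. It was read 76, 108 and 69 times in the 3 shDnmt3a libraries and 2, 5 and 14 times in the 3 shScr libraries, or 2.25 ± 0.347 against 0.217 ± 0.213 CPM (SD, n = 3 libraries each). This is a log2 fold change of 3.44 (standard error 0.345, adjusted p = 1.08e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of 2.99, 3.17 and 4.49 without shScr replicate 1, 2 or 3, of which replicate 3 held the highest control count. In 1 fit of all 12 libraries, chosen after the data were seen, Fgf21 differed from GFP by a log2 of 0.40 in shScr (standard error 0.56). In shDnmt3a it differed from GFP by 3.83 (standard error 0.35). Fgf21 was thus higher on knock-down than in either control group, though the GFP libraries carried another vector. On overexpression Fgf21 was read 2, 2 and 2 times in the Dnmt3a libraries and 5, 11 and 3 times in the GFP libraries, or 0.0590 ± 0.0102 against 0.152 ± 0.101 CPM (SD, n = 3 libraries each). The mean levels have a log2 ratio of −1.36, and every Dnmt3a library lay below every GFP library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The ratio of the summed counts, 6 against 19, was 0.381 after scaling (95% exact interval 0.125 to 0.992, for counting error only). At this depth Fgf21 fell below edgeR's default filter on overexpression and was not tested there; with no filter its log2 fold change was −1.34 (standard error 0.796, adjusted p = 0.269, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 19816 genes). Without GFP replicate 2 the log2 ratio was −0.67. Of 17 measured genes of FGF receptor signalling and its feedback, 1 was higher and 4 were lower on overexpression, and 5 were higher and 1 was lower on knock-down (the same counts when adjusted over the list alone), and neither list was called (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.234 and 0.479). In both hairpin groups 13 of the 17 genes were lower than in GFP and 1 was higher (medians −0.411 in shScr and −0.287 in shDnmt3a), in a comparison chosen after the data were seen. Klb, which encodes β-Klotho, had log2 fold changes of 0.26 on overexpression (standard error 0.052) and −0.06 on knock-down (standard error 0.053, adjusted p = 0.382, edgeR's quasi-likelihood test), and those of Fgfr1 were 0.09 and −0.11 (adjusted p = 0.103 and 0.0576, same edgeR test).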

Among the concordantly-regulated negative target genes of Dnmt3a, we were immediately struck by the presence of *Fgf21*. FGF21 is known to facilitate glucose uptake in adipocytes (Ge et al., 2011; Lee et al., 2014; Minard et al., 2016), and is a positive target gene of PPARγ (Muise et al., 2008). Furthermore, mice lacking FGF21 do not support Rosi-mediated insulin sensitization in vivo (Dutchak et al., 2012). We confirmed by Q-PCR that *Fgf21* expression is indeed reduced in cultured adipocytes overexpressing Dnmt3a, is increased in cells expressing shDnmt3a, and most importantly, is up-regulated in the adipose tissue of *Dnmt3a^AdiKO^* mice (Figure 5D). Unlike adipose tissue levels, serum levels of Fgf21 were reduced in HFD-fed *Dnmt3a^AdiKO^* mice compared to controls (Figure 5—figure supplement 5–). To determine whether restoration of FGF21 levels could ameliorate Dnmt3a-mediated IR, we treated 3T3-L1 adipocytes that overexpress Dnmt3a with recombinant FGF21, which restored insulin sensitivity in a dose-dependent manner (Figure 5E).

**Figure 5.**
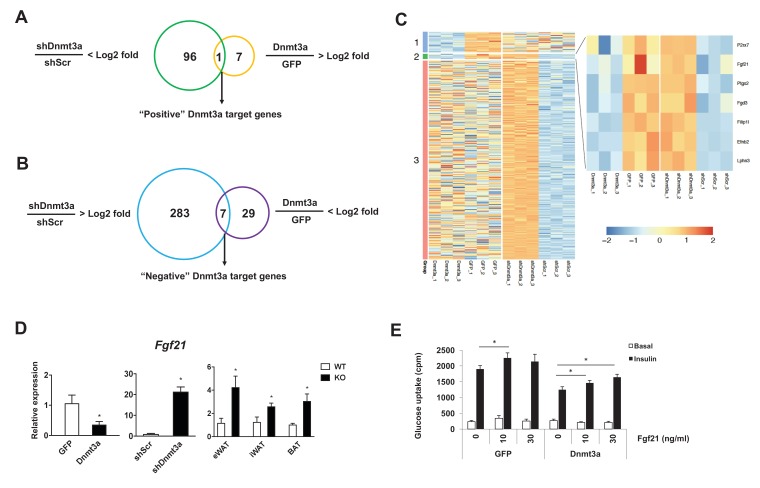
Fgf21 is a key target gene of Dnmt3a. Venn diagram showing the number of positive (**A**) and negative (**B**) Dnmt3a target genes through comparative analysis of RNA-seq profiles from Dnmt3a knockdown and overexpressing adipocytes. (**C**) Heat map showing differentially regulated genes by Dnmt3a overexpression and knock-down. Group 1: Genes that are down-regulated by Dnmt3a overexpression; Group 2: Genes that are down-regulated by Dnmt3a overexpression and up-regulated by Dnmt3a knock-down; Group 3: Genes that are up-regulated by Dnmt3a knock-down. (**D**) *Fgf21* mRNA expression in Dnmt3a overexpressor (*left*) and knock-down (*middle*) L1 adipocytes and in fractionated adipocytes (*right*) from *Dnmt3a^AdiKO^* and *Dnmt3a^f/f^* mice on HFD (n = 5). (**E**) Mature 3T3-L1 adipocytes expressing GFP or Dnmt3a treated with indicated amount of recombinant Fgf21 for 48 hr (or vehicle), and tested for insulin sensitivity by ^3^H-2-DG assay. Shown is basal and insulin-stimulated glucose uptake. (*n* = 6 mice, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.031Figure 5—source data 1.Figure 5—source data.

**Figure 5—figure supplement 1.**
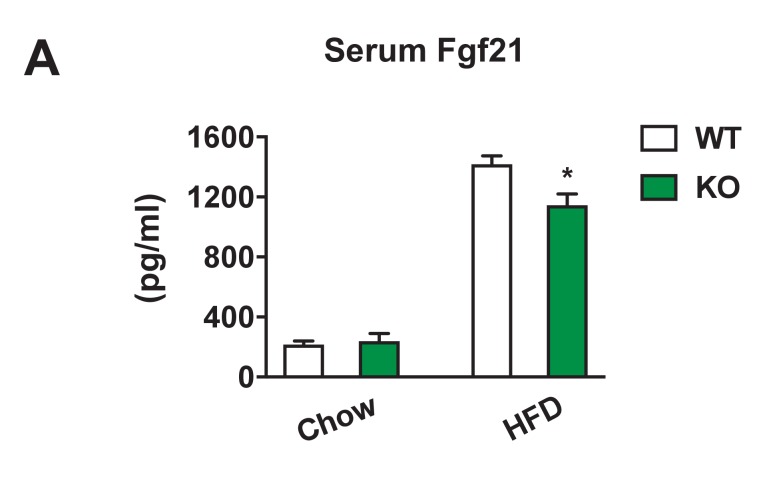
Serum Fgf21 levels in *Dnmt3a^AdiKO^* mice. (**A**) Serum Fgf21 levels measured by ELISA in WT and KO mice on 12-wk-old chow (n = 6) or after 14 weeks of HFD (n = 7, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.030Figure 5—figure supplement 1—source data 1.Figure 5—figure supplement 1—source data.

### Dnmt3a-mediated changes in *Fgf21* gene expression involve changes in DNA methylation

In general, the level of DNA methylation at gene promoters is inversely correlated with mRNA expression (Jones, 2012). Given the functional significance of FGF21 in Dnmt3a-mediated IR, we further examined whether Dnmt3a directly alters methylation of the 5 kb upstream promoter regions of the *Fgf21* gene (Figure 6A). Using methylated DNA precipitation PCR (MeDIP-qPCR), we detected genomic DNA hypermethylation at *Fgf21* promoter regions in Dnmt3a overexpressor 3T3-L1 cells compared to controls (Figure 6B). Conversely, DNA hypomethylation of these same regions was seen in Dnmt3a knock-down cells (Figure 6B). In addition to the in vitro models, we conducted MeDIP-qPCR analysis using genomic DNA from fractionated adipocytes of *Dnmt3a^AdiKO^* and control animals, finding reduced DNA methylation at the *Fgf21* promoter in KO cells (Figure 6C). Consistent with DNA methylation pattern at the Fgf21 promoter region, co-transfection of Dnmt3a potently inhibited promoter activity of *Fgf21* (Figure 6D). Together, these data suggest that Dnmt3a-mediated suppression of *Fgf21* involves changes in DNA methylation profile at key promoter regions.

**Figure 6.**
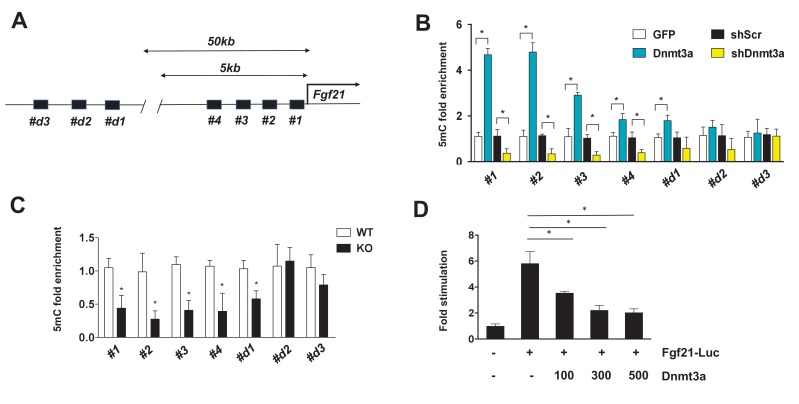
Dnmt3a-mediated methylation of the *Fgf21* gene promoter. (**A**) Schematic showing the tested regions for MeDIP-qPCR at the *Fgf21* locus. Target regions were chosen using MethFinder (http://www.urogene.org/methprimer) on regions proximal (5 kb) and distal (50 kb) to the *Fgf21* transcription start site. (**B**) MeDIP-qPCR was performed using genomic DNA extracted from 3T3-L1 adipocytes transduced with GFP vs. Dnmt3a or shScr vs. shDnmt3a. Shown is relative fold enrichment of 5mC of Dnmt3a overexpressor and KD cells over control cells. (**C**) MeDIP-qPCR was performed using genomic DNA from Dnmt3a KO and Flox mice on HFD. Shown is relative fold enrichment of 5mC of KO over WT samples. (**D**) Fgf21-promoter reporter (1497/+5) assay performed by co-transfection of the indicated amounts of Dnmt3a expression vector. (*n* = 3 mice, p<0.05, Student’s *t*-test, mean ±s.e.m.). 10.7554/eLife.30766.033Figure 6—source data 1.Figure 6—source data.

### DNA methylation of *FGF21* is increased in human adipose tissue of subjects with type 2 diabetes

To translate some of our findings to humans, we investigated DNA methylation and gene expression of *FGF21* in human adipose tissue collected from diabetic vs. non-diabetic human subjects. In line with our mouse data, we found hypermethylation of four CpG sites annotated to *FGF21* in adipose tissue of subjects with type 2 diabetes compared with non-diabetic controls (Figure 7A and Supplementary file 2). Further, we found a negative correlation between DNA methylation and mRNA expression of *FGF21* in human adipose tissue (Figure 7B–E). Together, these data support a role for increased DNA methylation of *FGF21* in the regulation of adipose *FGF21* expression in association with metabolic disease.

**Figure 7.**
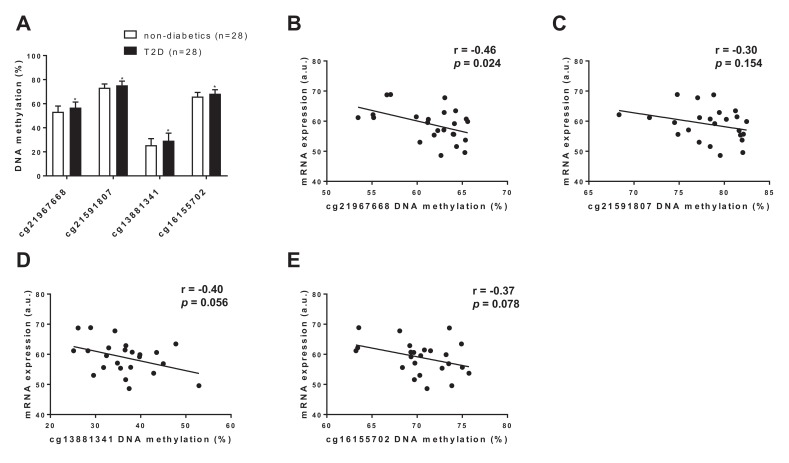
*FGF21* DNA methylation in adipose tissue from subjects with T2D compared with controls. (**A**) Four CpG sites annotated to *FGF21* with significant difference in adipose tissue DNA methylation between subjects with type 2 diabetes and controls. (p<0.01, paired Wilcoxon statistics, mean ±s.d.). (**B–D**) Correlations between DNA methylation and mRNA expression for CpG sites significantly associated with T2D in human adipose tissue. (r = Pearson correlation coefficient.).

## Discussion

While genetics plays an important role in obesity and T2D, genetic differences cannot fully explain many features of these conditions, such as discordance in monozygotic twins, and the close relationship with lifestyle factors (McCarthy, 2010; Morris et al., 2012; Voight et al., 2010; Zeggini et al., 2008). Of note, the vast majority of GWAS-proven allelic variants associated with T2D correspond much better to altered insulin secretion and islet function rather than to IR per se (Voight et al., 2010). Hence, forms of non-genetic variation, such as epigenetic alterations, must also be considered. This notion has been borne out by a recent epigenome-wide association study (EWAS) linking alterations in DNA methylation to whole-body insulin sensitivity (Zhao et al., 2012). Importantly, even genetic variants may cause disease in a DNA methylation-dependent manner, as has recently been shown for T2D and obesity (Dayeh et al., 2013; Elliott et al., 2017; Nilsson et al., 2014; Olsson et al., 2014; Volkov et al., 2016). We have also shown that adipose tissue from patients with T2D exhibit numerous methylation and expression differences relative to unrelated healthy controls, with many of the same changes also seen in twin pairs discordant for T2D (Nilsson et al., 2014). In this study, we identified increased expression of an enzymatic effector of DNA methylation, Dnmt3a, as a key epigenetic driver of IR in vitro and in vivo.

DNA methylation, like other forms of epigenomic modification, has been an attractive therapeutic target because of their plasticity and because they offer an opportunity to reprogram cells into a more healthy state. For example, administration of pan-inhibitors of histone deacetylase exerts beneficial metabolic effects in both mice and humans, such as increased energy expenditure, insulin sensitivity and secretion (Christensen et al., 2011; Daneshpajooh et al., 2017; Sharma and Taliyan, 2016; Ye, 2013). DNA methyltransferase inhibitors have also been shown to have an insulin-sensitizing effect in vivo and in vitro (Kim et al., 2015). In line with pharmacological studies, mutant mouse models carrying loss-of function histone modifiers (e.g. *Mll2, Ehmt1, Jmhd2a Lsd1*) were shown to have profound impact on whole body metabolism (Lee et al., 2006; Ohno et al., 2013; Sambeat et al., 2016; Tateishi et al., 2009; Zeng et al., 2016). It should be noted that metabolic consequences in mouse models carrying mutations of histone modifiers appear to be mainly attributable to changes in body weight. Unlike these examples, adipose-specific Dnmt3a KO mice are relatively unique in that they display improved insulin sensitivity without a change in adiposity or body weight. Similarly, the effect on insulin action is not dependent on increased beige or brown adipocytes, or on reducing intra-adipose inflammation.

Our in vitro study indicates that overexpression of Dnmt3a is sufficient to induce cell autonomous IR, however, it does not seem to be the case in vivo. Kamei et al showed that transgenic expression of Dnmt3a per se was not sufficient to render whole body IR and glucose intolerance (Kamei et al., 2010) on chow, HFD, or high methyl diet with chow diet. Authors observed only a mild increase in the gene expression of proinflammatory cytokines (i.e. *Mcp1* and *Tnfa*) when animals were put on HFD. It should be noted that the major caveat of this study is the use of aP2 promoter to drive the transgene expression (Jeffery et al., 2014; Kang et al., 2014; Lee et al., 2013); Potentially, non-adipose expression and earlier expression during development might have a compounding factor in this study. Despite these notions, it will be highly interesting to address how the combination of high methyl donor diet and HFD would affect the metabolic profile of these transgenic animals compared to controls.

Our unbiased gene expression profiling studies led us to identify *Fgf21* as a key target gene in adipocytes, and the data from diabetic humans suggests that this could be a conserved mechanism of IR in both mice and humans. Fgf21 is better known as a hepatokine, and the liver is the main source of circulating Fgf21 (Markan et al., 2014) Adipose Fgf21 probably does not circulate, but rather acts in an autocrine/paracrine manner (Dutchak et al., 2012; Markan et al., 2014). In fact, levels of Fgf21 in serum were moderately reduced in Dnmt3a KO animals compared to controls, in contrast to significantly elevated adipose tissue levels. Studies have shown a positive correlation between insulin and circulating Fgf21 levels (Chavez et al., 2009; Chen et al., 2008; Zhang et al., 2008), suggesting that insulin may be a key determinant of Fgf21 in serum. Thus, it is possible that the reduced insulin levels in Dnmt3a KO mice on HFD may have led to reduction of Fgf21 production in liver. This notion is in line with the finding that Fgf21 serum levels are often elevated in obesity-associated IR (Fisher and Maratos-Flier, 2016; Morrice et al., 2017), possibly reflecting resistance to Fgf21 (Fisher et al., 2010).

We propose that the local activity of Fgf21 within the fat pad is important for the improved insulin sensitivity in the knock-out mice, although formal proof of this idea would require generating adipose tissue-specific Dnmt3a and Fgf21 double knockout mice. In line with this view, there are previous studies indicating that adipose Fgf21 is insulin-sensitizing. For example, three independent studies demonstrated that mutant mice devoid of Fgf21 signaling in adipose tissue secondary to ablation of FGFR1 or bKlotho, were refractory to the insulin-sensitizing effect of Fgf21 administration (Adams et al., 2013; BonDurant et al., 2017; Ding et al., 2012). Some of these studies (Adams et al., 2013; Ding et al., 2012) suggested that adiponectin is an essential mediator of Fgf21 metabolic action; the other study (BonDurant et al., 2017) suggested that adiponectin is dispensable. In our studies, albeit it did not reach statistical significance, there was a trend toward increased mRNA expression of *Adipoq* in both L1 and primary Dnmt3a KO adipocytes (not shown).

Control of Fgf21 expression appears to be highly tissue-specific. For example, PPARγ is an important driver of Fgf21 in adipose tissue, while PPARα serves that role in liver (Dutchak et al., 2012). Other studies have also demonstrated that Fgf21 is positively regulated by PPARγ in fat (Muise et al., 2008; Wang et al., 2008). In addition to focused studies on *Fgf21* promoter regions, global DNA methylation profiling will be necessary to identify differentially methylated regions in the setting of Dnmt3a gain- and loss-of function.

A recent study demonstrated that Dnmt1 may contribute to obesity-associated inflammation and insulin resistance by promoting hypermethylation at the *Adipoq* locus (Kim et al., 2015). Concordant with this study, we also see elevated Dnmt1 levels in the adipose tissue of obese animals. However, knockdown of Dnmt1 did not rescue insulin sensitivity in the setting of Dex or TNF, and overexpression of Dnmt1 did not reduce insulin-stimulated glucose uptake in cultured adipocytes. Based on those criteria, we chose to focus on Dnmt3a, and showed that adipose-specific deletion of this gene promoted insulin sensitivity even in weight-matched obese animals. 

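In the RNA-seq of 3T3-L1 adipocytes, Adipoq, which encodes the insulin-sensitizing adipokine adiponectin, stood at 2351 ± 51.6 CPM with Dnmt3a overexpression and 1811 ± 88.0 with GFP (SD, n = 3 libraries each). On knock-down it stood at 1770 ± 70.9 CPM, against 2060 ± 99.9 with shScr (SD, n = 3 libraries each). These are log2 fold changes of 0.38 (standard error 0.036, adjusted p = 3.51e-10) and −0.22 (standard error 0.037, adjusted p = 7.70e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pparg, the master transcription factor of adipocytes, was higher in both comparisons, at log2 fold changes of 0.24 and 0.15 (standard errors 0.038 and 0.035), which in 1 fit of all 12 libraries summed to 0.39 (adjusted p = 3.00e-07, same edgeR test). Slc2a4, the insulin-responsive glucose transporter GLUT4, was higher on overexpression, at a log2 fold change of 0.20 (standard error 0.039), and on knock-down had a log2 fold change of −0.04 (standard error 0.033, adjusted p = 0.3, same edgeR test). Of the 26 genes of adipocyte identity, 6 were higher and 12 were lower on knock-down (7 and 12 when adjusted over the list alone), and the list was not called (median log2 fold change −0.0543, limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.183). All the changes of Adipoq, Pparg and Slc2a4 were smaller than a log2 fold change of 1. In 1 fit of all 12 libraries, hairpin groups were also compared with GFP, a comparison chosen after the data were seen. Adipoq differed from GFP by a log2 of 0.15 in shScr and −0.07 in shDnmt3a (standard errors 0.038 and 0.038). A high level in the shScr libraries and an effect of knock-down on Adipoq therefore cannot be told apart. Pparg differed from GFP by −0.23 in shScr and −0.09 in shDnmt3a (standard errors 0.035 and 0.035). A low level in the shScr libraries therefore stays open for its knock-down value. Slc2a4 lay above GFP in both hairpin groups, by 0.21 in shScr and 0.16 in shDnmt3a (standard errors 0.035 and 0.035). A low level in the GFP libraries therefore stays open for its overexpression value.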

Of note, we did not identify *Adipoq* as a regulated target after either deletion or overexpression of Dnmt3a.

Despite some effort, we have not yet identified the mechanism by which Dnmt3a expression is increased in obesity. We found that Dnmt3a is not induced by lipids (e.g. palmitate), pro-inflammatory signals (e.g. IL-6, LPS), high doses of insulin, or high glucose in cultured adipocytes (not shown). In our study, in vivo administration of thiazolidinediones normalized the expression of Dnmt3a in *ob/ob* mice but not in lean control animals. The mechanism by which PPARγ represses gene expression is not entirely clear. Trans-repression through binding of inflammatory transcription factors like NF-κB and AP-1 has been proposed as a general mechanism for this type of effect (Glass and Saijo, 2010) although we note that there are PPARγ binding sites near the *Dnmt3a* TSS (not shown). It is thus unclear if direct or indirect (i.e. trans-repression) mechanisms account for the actions of rosiglitazone on *Dnmt3a* expression in obesity.

In summary, we have identified a novel role for Dnmt3a as an epigenetic mediator of adipose IR in vitro and in vivo. Future studies will be required to fully elucidate the full range of its target genomic regions and metabolic effects.

## Materials and methods

### Cell culture

3T3-L1 preadipocytes were obtained from ATCC and maintained and differentiated as described (Kang et al., 2012). These cells were authenticated by the ability to differentiate and confirmed to be mycoplasma negative. To generate lentivirus particles, lentiviral constructs were co-transfected with pM2DG- and psPAX-expressing plasmids into 293T cells. After 48 hr, virus-containing supernatant was collected, filtered through 0.45 μm filters, and added to mature 3T3-L1 adipocytes for 24 hr along with 8 μg/ml Polybrene. Transduction efficiency was determined by comparison with cells transduced in parallel with a GFP-expressing lentivirus. For the ex vivo system, subcutaneous adipose tissue from wild-type C57Bl/6 mice was fractionated with digestion buffer (10 mg/ml collagenase D, 2.4 units of dispase II, 10 mM ​CaCl_2_ in PBS). Cells from the stromal-vascular fraction (SVF) were plated in culture and differentiated as described previously (Qureshi et al., 2014). ​To differentiate hASCs, Rosi (5 µM) was added in addition to IBMX (0.5 mM), insulin (5 µg/ml), and dexamethasone (1 µM), from day 0–2.

### ^3^H-2-DG assay

Mature 3T3-L1 adipocytes were incubated in serum-free DMEM for 4–6 hr. Cells were then washed three times with KRH buffer (12 mM HEPES, pH 7.4, 121 mM NaCl, 5 mM KCl, 0.33 mM CaCl_2_, and 1.2 mM MgSO_4_) and incubated for 20 min in KRH buffer in the absence or presence of 50 nM insulin. Cells were treated with 2-deoxy-d-[2,6-^3^H]-glucose (0.33 μCi/ml) for another 10 min. Glucose uptake was stopped quickly by three rapid washes with KRH buffer containing 200 mM glucose and 10 μM cytochalasin B on ice. Cells were solubilized in 0.1% SDS for 30 min, and radioactivity was measured by liquid scintillation counting.

### Reagents

2-Deoxy-d-[2,6-^3^H]-glucose was purchased from PerkinElmer NEN radiochemicals. Insulin, dexamethasone, isobutylmethylxanthine (IBMX), cytochalasin B, glucose, 2-deoxyglucose, 5-Aza, ECCG, and TF-3 were purchased from Sigma-Aldrich. Recombinant TNF-α and Fgf21 were purchased from Millipore. RG-108 was purchased from Stemgent.

### Antibodies

Antibodies were purchased from Cell Signaling (Dnmt3a, 3598S; Akt, 9272; pAkt [S473], 3787; IRS-1, 2382), and from Thermo Fisher (β-actin, MA5-14739, pIRS1[pY612], 44–816G).

### Animals

For ​rosiglitazone studies, female mice *ob/ob* and *ob/*+were treated starting at 8 weeks of age with ​rosiglitazone by gavage (10 mg/kg body weight) in 0.5% carboxymethylcellulose versus 0.5% carboxymethylcellulose vehicle control daily for 6 weeks. For chow and high-fat feeding studies, male C57Bl/6J mice were put on diet beginning at 8 weeks of age and continued for three months (*n* = 8 per dietary condition). Samples were collected from the perigonadal fat pad.

For histology, adipose tissues were fixed with neutral-buffered formalin and embedded in paraffin and sections were stained with H&E.

For in vivo insulin signaling assay, after overnight fast, insulin (10 U/kg, 5 min) or saline IP were given to WT and KO mice on HFD. After 10 min various tissues were harvested and stored at –80°C until use. Tissue samples were homogenized in cell signaling lysis buffer containing protease inhibitors (Roche) and phosphatase inhibitors (Sigma-Aldrich) and subjected to western blotting. All animal work was approved by the BIDMC IACUC and/or the UC Berkeley ACUC.

### RNA extraction and quantitative PCR

Total RNA was extracted from cells or tissues using TRIzol reagent according to the manufacturer’s instructions. cDNA was reverse-transcribed from 1 μg of RNA using the RETROscript first strand synthesis kit (Ambion). Quantitative PCR (qPCR) was performed with SYBR Green qPCR Master Mix (Applied Biosystems) using a 7900HT Fast Real-Time PCR System (Applied Biosystems) and CFX96 Touch (Bio Rad). Primer sequences are listed in **Supplementary file 3.** The relative amount of mRNA normalized to ​cyclophilin B was calculated using the delta–delta method (Livak and Schmittgen, 2001).

### Plasmids

Hairpins against Dnmt1, Dnmt3a, and Dnmt3b were purchased from Sigma. Lentiviral overexpression vectors for Dnmt1, 3a, and 3b were subcloned into pCDH using various multicloning sites (XbaI/NotI for ​Dnmt1, EcoRI/NotI for Dnmt1, Dnmt3a, Dnmt3a-CM) and NotI sites and hairpins targeting *​Dnmts* were subcloned at AgeI/EcoRI or purchased from Open Biosystems. Hairpin sequences are shown in Supplementary file 3. 

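The 2 hairpins against Dnmt3a match the gene exactly, on the plus strand of chromosome 12 of NCBIM37 (mm9), where Dnmt3a is annotated from 3806007 to 3914443. The first, CGCTCCGCTGAAGGAATATTT, matches positions 3907714 to 3907734, in the coding part of exon 23 of 23 of transcript Dnmt3a-001. The second, CCAGATGTTCTTTGCCAATAA, matches positions 3900011 to 3900031, in exon 15 of the same transcript, also coding. Of the 15 Dnmt3a transcripts searched, 6 hold the first target and 5 the second. No searched transcript of another gene holds either in full, and transcripts outside this search were not checked. Targets that match in part were not searched.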

Fgf21-luc (1497/+5) was generously provided by Dr. Steven Kliewer (UT Southwestern).

### MeDIP-qPCR

Genomic DNA was sheared by sonication to an average of 200–800 bp size. Two microgram of denatured DNA was incubated with 2 μg of anti-5-methylcytidine antibody (Epigentek) in IP buffer (10 mM Na-Phosphate pH 7.0, 0.14 M NaCl, 0.05% Triton X-100) for 2 hr at 4°C. Antibody-bound DNA was collected with 20 μl of Dynabeads anti-mouse IgG (Invitrogen Dynal, Oslo, Norway) for 1 hr at 4°C on a rotating wheel and successively washed five times with washing buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl), and twice with TE (10 mM Tris·Cl, 1 mM EDTA pH 8.0). DNA was recovered in digestion buffer 125 μl buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% SDS, 35 μg proteinase K) and incubated for 3 hr at 65°C. Recovered DNA was used for qPCR analysis. 

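The primers named for Fgf21 were placed on chromosome 7 of NCBIM37 (mm9), where Fgf21 is transcribed from position 52870860 towards lower coordinates, so that upstream lies at higher coordinates. Amplicon 1 spans 52870875 to 52871062, with 7 CpG sites in 188 bp and its middle 108 bp upstream of the transcription start. Both primers of this pair, as printed, match the same strand, so its ends are those of the matched sites. Amplicon 2 spans 52872085 to 52872310, with 4 CpG sites in 226 bp, 1337 bp upstream. Neither of these overlaps an annotated exon. Amplicon 3 spans 52872797 to 52872986, with 9 CpG sites in 190 bp, 2031 bp upstream, and overlaps the untranslated region of Fut1, the neighbouring fucosyltransferase gene. Amplicon 4 spans 52874253 to 52874398, with 4 CpG sites in 146 bp, 3465 bp upstream, and lies in the coding sequence of Fut1. The 3 amplicons named distal lie 57112 to 58510 bp upstream, with 4 to 10 CpG sites in 229 to 270 bp each, and overlap no annotated exon.

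**Figure D3:**
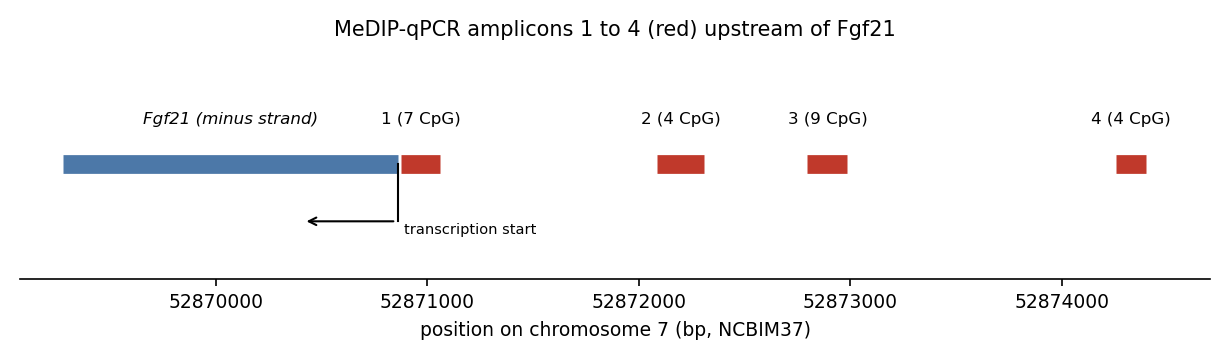
Map of Fgf21 and the 4 proximal MeDIP-qPCR amplicons on chromosome 7 of NCBIM37, drawn to scale in bp. The blue bar is Fgf21 and the arrow its transcription start and direction. The red bars are the amplicons with their number of CpG sites, which is 7, 4, 9 and 4 for amplicons 1, 2, 3 and 4.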

Primers for MeDIP-qPCR studies are listed in Supplementary file 3. All data are normalized to input.

### RNA-seq studies

mRNA was purified from 100 ng of total RNA using the Ribo-Zero Magnetic Gold Kit (catalog MRZG126, Illumina). Libraries were prepared using the TruSeq RNA Library Preparation Kit v2 (catalog RS-122–2001, Illumina) according to the manufacturer’s protocol starting with the EPF step. Sequencing was performed on the Illumina HiSeq2500. RNA-Seq data are aligned using TopHat2 (Kim et al., 2013). Reads are assigned to transcripts using featureCounts and an mm9 genome modified to minimize overlapping transcripts (Liao et al., 2014). Differential expression analysis of the data is performed using *EdgeR* (Robinson et al., 2010).

### DNA methylation and mRNA expression in human adipose tissue

DNA methylation was analyzed in adipose tissue from 28 subjects with type 2 diabetes and 28 controls as well as in adipose tissue of 14 monozygotic twin pairs (n = 28) using Infinium HumanMethylation450 BeadChips (Illumina) according to our previous study where we also present the characteristics of these subjects (Nilsson et al., 2014). Their characteristics are presented in Supplementary file 4. mRNA was analyzed in adipose tissue from the 12 monozygotic twin pairs (n = 24) using GeneChip Human Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA) according to the manufacturer’s recommendations. In the present study, we studied mRNA expression and DNA methylation of CpG sites annotated to *FGF21*. DNA and RNA were extracted from human adipose tissue as presented (Nilsson et al., 2014).

# Supplementary material for: Dnmt3a is an epigenetic mediator of adipose insulin resistance
**Source:** eLife. 2017 Nov 1;6:e30766. doi: 10.7554/eLife.30766
**Supplement:** Supplementary file 3.

**Supplemental Table 3. Oligonucleotide sequences used in this manuscript**

| Hairpin | shDnmt1 #1 | ACCAAGCTGTGTAGTACTTTG |
| --- | --- | --- |
| Hairpin | shDnmt1 #2 | TATATGAAGACCTGATCAATA |
| Hairpin | shDnm3a #1 | CGCTCCGCTGAAGGAATATTT |
| Hairpin | shDnm3a #2 | CCAGATGTTCTTTGCCAATAA |
| Hairpin | shDnmt3b #1 | GCACTTTAATCTGGCTACCTT |
| Hairpin | shDnmt3b #2 | CAAGAAAGACATCTCAAGATT |
| Q-PCR | Cyclophilin_F | GGTGGAGAGCACCAAGACAGA |
| Q-PCR | Cyclophilin_R | GCCGGAAGTCGACAATGATG |
| Q-PCR | Dnmt1_f | GAGGACTGCAACGTGCTTCT |
| Q-PCR | Dnmt1_r | GAGCGTCTGTAGGACACGAA |
| Q-PCR | Dnmt3a_f | GTGGAGCCTGAAGCAGCTG |
| Q-PCR | Dnmt3a_r | CTGGCACATGCCTCCAATGAA |
| Q-PCR | Dnmt3b_f | CCATGGTGGTGTCCTGGAAA |
| Q-PCR | Dnmt3b_r | CAGGACTGCTGGAGAAGGTCT |
| Q-PCR | Fgf21_f | TCCAAATCCTGGGTGTCAAA |
| Q-PCR | Fgf21_r | CAGCAGCAGTTCTCTGAAGC |
| Q-PCR | Ucp1_f | CACCTTCCCGCTGGACACT |
| Q-PCR | Ucp1_r | CCCTAGGACACCTTTATACCTAATGG |
| Q-PCR | Cidea_f | ATCACAACTGGCCTGGTTACG |
| Q-PCR | Cidea_r | TACTACCCGGTGTCCATTTCT |
| Q-PCR | Elovl3_f | TCCGCGTTCTCATGTAGGTCT |
| Q-PCR | Elovl3_r | GGACCTGATGCAACCCTATGA |
| Q-PCR | Dio2_f | CAGTGTGGTGCACGTCTCCAATC |
| Q-PCR | Dio2_r | TGAACCAAAGTTGACCACCAG |
| Q-PCR | Ppargc1a_f | AGCCGTGACCACTGACAACGAG |
| Q-PCR | Ppargc1a_r | GCTGCATGGTTCTGAGTGCTAAG |
| Q-PCR | Ccl2_f | GTCCCTGTCATGCTTCTGG |
| Q-PCR | Ccl2_R | GCGTTAACTGCATCTGGCT |
| Q-PCR | Tnfa_f | ATGAGAAGTTCCCAAATGGC |
| Q-PCR | Tnfa_r | CTCCACTTGGTGGTTTGCTA |
| Q-PCR | Il6_f | CTCTGGGAAATCGTGGAAAT |
| Q-PCR | Il6_r | CCAGTTTGGTAGCATCCATC |
| Q-PCR | F4/80_f | CTTTGGCTATGGGCTTCCAGTC |
| Q-PCR | F4/80_r | GCAAGGAGGACAGAGTTTATCGTG |
| MeDIP-qPCR | Fgf21- #1-f | CCAAACCCAGGGGGCCCATGCCT |
| MeDIP-qPCR | Fgf21- #1-r | CTGTCTGGGTATAAATTCTGGTA |
| MeDIP-qPCR | Fgf21-#2-f | TCTGAAGTGAGGCTGGAGACAAA |
| MeDIP-qPCR | Fgf21-#2-r | TCCCAAGGAGCATCTAAGGGGA |
| MeDIP-qPCR | Fgf21-#3-f | TGAAACTGACTGAAGGCTCAGAGAC |
| MeDIP-qPCR | Fgf21-#3-r | AGAGAACCCAGAAGGGACAGGGGC |
| MeDIP-qPCR | Fgf21-#4-f | AGGGTCCAGCACTGGCAGGGAGATT |
| MeDIP-qPCR | Fgf21-#4-r | CAGGAGGCAGGTTTGGTAAC |
| MeDIP-qPCR | Fgf21-distal1-f | GTTCTTCTGTATGCAAGCC |
| MeDIP-qPCR | Fgf21-distal1-r | TAGACCAGGCTGTTCTCAAAC |
| MeDIP-qPCR | Fgf21-distal2-f | GTGGTGGCTTCATAGAGAGAA |
| MeDIP-qPCR | Fgf21-distal2-r | TAAAGGCAAATGGGACAAAGGGAA |
| MeDIP-qPCR | Fgf21-distal3-f | GGGAGACCCAGGTGTGGCAGT |
| MeDIP-qPCR | Fgf21-distal3-r | GTTTCACATGTTTGCCCCAGC |

# Supplementary material for: Dnmt3a is an epigenetic mediator of adipose insulin resistance
**Source:** eLife. 2017 Nov 1;6:e30766. doi: 10.7554/eLife.30766
**Supplement:** Supplementary file 4.

**Supplemental Table 4.** Clinical characteristics of study subjects included in the discordant twin cohort and the case control cohort. These clinical data have previously been published (Nilsson et al., 2014).

|  | **Discordant twins** | | **Case-control cohort** | |
| --- | --- | --- | --- | --- |
|  | Non-diabetic | T2D^a^ | NGT | T2D |
| N (male/female) | 14 (9/5) | 14 (9/5) | 28 (15/13) | 28 (15/13) |
| Age (years) | 67.6 ± 7.7 | 67.6 ± 7.7 | 74.3 ± 4.3 | 74.5± 4.2 |
| BMI (kg/m^2^) | 29.8 ± 6.8 | 32.0 ± 7.1* | 27.0 ± 3.6 | 27.4 ± 3.6 |
| Fasting plasma glucose (mmol/l) | 6.0 ± 0.5 | 9.3 ± 2.6^#^ | 5.5 ± 0.5 | 7.1 ± 1.9^#^ |
| 2-hour glucose (mmol/l) | 8.3 ± 1.8 | 16.1 ± 5.2* | 6.6 ± 0.7 | 15.1 ± 5.0^#^ |
| HbA1c (mmol/mol) | 41.0 ± 4.4 | 58.0 ± 19.7* | 39.0 ± 3.3 | 49.0 ± 14.0^#^ |

Data are shown as mean ± SD. Among the discordant twins, the non-diabetic co-twin had normal glucose tolerance (NGT) in 4 pairs and impaired glucose tolerance (IGT) in 10 pairs. Glucose tolerance was determined according to the 1999 World Health Organization criteria. T2D; type 2 diabetic, a.u.; arbitrary units. * *p<*0.05 and ^#^ *p<*0.001 between T2D and non-diabetic/NGT subjects. ^a^ In discordant twins, 11% of the T2D subjects received insulin treatment, 33% received oral agents (metformin, sulfonylurea or rosiglitazone) and 33% received both insulin and oral agents.

Nilsson, E., Jansson, P. A., Perfilyev, A., Volkov, P., Pedersen, M., Svensson, M. K., et al. (2014). Altered DNA methylation and differential expression of genes influencing metabolism and inflammation in adipose tissue from subjects with type 2 diabetes. *Diabetes*, *63*(9), 2962–2976. http://doi.org/10.2337/db13-1459

How the deposited data were processed for this re-analysis (not part of the article)

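RNA-seq was analysed for 12 libraries of 3T3-L1 adipocytes, 3 each of cells with GFP, Dnmt3a, a scrambled hairpin (shScr) or a hairpin against Dnmt3a (shDnmt3a). The authors removed ribosomal RNA with a Ribo-Zero kit, prepared libraries with a TruSeq RNA kit and sequenced them on a HiSeq2500. According to the paper's methods and the submitters' processing notes, they aligned the reads to mm9 with TopHat2 (2.0.14), processed them with Picard (2.2.4) and SAMtools (0.1.19), assigned them to transcripts with featureCounts (1.4.6) on an annotation modified to reduce overlaps, and tested for differences with edgeR, whose version is not given in the sources used here. The deposited values are whole-number counts per feature, which the authors did not normalize; each feature has a transcript identifier and a gene symbol. Of the 27473 features, 7094 had no count in any library, and 789 symbols were carried by more than 1 feature; such a gene is named by its feature with the highest mean count, and the others are uncertain. Whether the counting used strand is not given in the sources used here.

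Samples were taken from the labels; no column of values was left without a sample. The deposited counts were scaled by TMM and tested by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), separately for Dnmt3a against GFP and shDnmt3a against shScr, on genes kept by edgeR's default filter (minimum count 10). p-values were adjusted by the Benjamini-Hochberg method; a gene was called at an adjusted p under 0.05, and strongly changed genes also at an absolute log2 fold change of at least 1. Standard errors of log2 fold changes are those that match the F statistic. CPM are TMM-scaled, over the 6 libraries of a comparison or, for single libraries, over all 12. The common biological coefficient of variation was 3.98% on overexpression and 4.03% on knock-down.

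Gene lists, 27 in number, were tested with limma's camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over lists and both comparisons, and again with the correlation estimated from the residuals. With the preset correlation 13 lists were called on overexpression and 10 on knock-down; with the estimated correlation, 6 and 4. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, but after the values of Supplementary file 1 had been read. That file gives the paper's fold changes from these libraries, so the lists were not chosen blind to them. The rule names every gene the paper names for its RNA-seq, qPCR or target analysis in adipocytes; the 8 highest and 8 lowest fold changes in each comparison among called genes with a mean of at least 20 counts and groups that do not overlap; the 4 members of each list with the smallest p; every gene called with a log2 fold change of at least 1 in both comparisons; and Serpinb9f and Lars2. Overlaps of called genes were tested by Fisher's exact test over the 13893 genes tested in both comparisons, and the sum of the effects of knock-down and overexpression in 1 edgeR fit of all 12 libraries. Fisher's exact test treats genes as independent, which they are not, so its p-values can be too small. Hairpins and MeDIP-qPCR primers listed in Supplementary file 3 were matched exactly to NCBIM37 and its annotation.

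The procedure was tested on simulated data, with counts drawn from the means and library sizes of the real libraries and 200 genes changed. On overexpression (14168 genes) the quasi-likelihood test recovered 92% of genes changed by a log2 of 1 and 69% of those changed by 0.5, with 3.67% false calls. On knock-down (14115 genes) it recovered 88% and 78%, with 4.64% false calls. The real comparisons called many more genes than the 200 changed in the simulation, so these rates may not hold for them. The alternatives were RLE size factors, DESeq2 (1.42.0), edgeR's exact test, no filter on low counts, a stricter filter of 1 CPM in 3 libraries, 1 fit of all 12 libraries, a replicate block, counts summed over features with 1 symbol, other p thresholds, and leaving out each library in turn. qPCR, protein, mouse and human data of the paper were not analysed here.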

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

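The comparisons of shScr and shDnmt3a libraries with GFP libraries, and the leukocyte marker test, were chosen only after the results were seen; the other tests were planned. The gene lists below were called with the preset and with the estimated correlation, and hold genes that the paper does not discuss beside some that it does, such as Adipoq and Ccl2.

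Interferon response genes were lower on knock-down (median log2 fold change −1.01), as were MHC class I genes (−0.89). Between shDnmt3a and GFP libraries, the median of the interferon list was 0.1321 on the log2 scale, and between shScr and GFP libraries 1.05, with 45 of 49 members higher in shScr; for MHC class I the medians were 0.0347 and 0.753. These values are consistent with a difference that lies in the scrambled hairpin libraries, such as a response to that hairpin or its virus. A share of leukocyte RNA in those libraries would lower all its markers on knock-down, but their median was 0.239, and Cd53, at 11.5 CPM in shDnmt3a and 3.00 in shScr, Cd74 and Trem2 were higher, though Mpeg1, at 5.79 and 18.0 CPM, was lower. GFP libraries carried another vector and may differ in batch, so a vector effect of equal size that knock-down cancels stays open, as does an effect of Dnmt3a loss.

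Hypoxia response genes (median 1.32) and glycolysis genes (median 0.923) were higher on knock-down. Over both lists together, the median was 0.3958 between shDnmt3a and GFP libraries, with 35 of 39 genes higher, and −0.526 between shScr and GFP libraries, with 31 of 39 lower. A difference in the shScr libraries alone and a response to loss of Dnmt3a therefore cannot be told apart: the GFP libraries lie between both hairpin groups, and vector and possibly batch differ with them. Culture density and oxygen supply are not given in the sources used here.

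The 10 genes lower on overexpression and higher on knock-down had a median difference of −1.421 between shScr and GFP libraries, with 7 of 10 lower in shScr, and of −0.138 between shDnmt3a and GFP libraries. Their levels between shDnmt3a and GFP libraries differed far more for P2rx7, at 10.1 CPM in shDnmt3a and 0.428 in GFP. These genes were chosen on the same libraries, which favours such a pattern. The 78 genes lower on overexpression had a median of −1.2 between shScr and GFP libraries, and of −0.908 between shDnmt3a and GFP libraries. The 395 genes higher on knock-down had a median of −0.594 between shScr and GFP libraries (207 lower, 13 higher). Between shDnmt3a and GFP libraries their median was 0.906 (305 higher, 13 lower). A difference between the control groups and an effect of Dnmt3a therefore cannot be told apart. In 100 joint splits of both comparisons, 1, the real one, gave as many as the 10 shared genes, the 504 at adjusted p alone or the 838 of the opposite class, but every other split called 0 genes in a comparison and so had to share 0, which decides nothing about the overlap.

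On overexpression, interferon response genes had a median log2 fold change of −0.315, cell cycle genes −0.538 and NF-kB targets −0.498. For cell cycle genes and NF-kB targets, but not for interferon genes (45 of 49 higher in shScr than in GFP, and 25 higher and 11 lower in shDnmt3a), the GFP libraries stood above both hairpin groups as well: 26 of 28 cell cycle genes were lower in shScr than in GFP and 23 in shDnmt3a (medians −0.933 and −0.876), and 23 and 18 of 27 NF-kB targets (medians −0.948 and −0.864), so that high levels of these 2 lists in the GFP libraries stay open, with vector and any batch confounded. Adipocyte identity genes had a median of 0.219, cholesterol synthesis genes 0.164 and fatty acid oxidation genes 0.248. Fatty acid oxidation genes were also above GFP in shScr (median 0.362) and shDnmt3a (median 0.136), so that low levels in the GFP libraries stay open there; the medians were 0.0234 and −0.00664 for adipocyte identity and −0.0892 and −0.171 for cholesterol synthesis. Only 10 splits of 6 libraries into 3 and 3 exist, too few for a share under 0.05. The real split was the 1 of 10 with as many calls in each case: 2024 higher and 1826 lower on overexpression (24 and 79 at a log2 of at least 1), and 3294 and 3173 on knock-down (395 and 123), where the highest of the other splits was 0. For gene lists it was 13 on overexpression, where the highest of the other splits was 12, and 10 on knock-down, where it was 7; both of these are counts with the preset correlation.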

How the results depend on the processing

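Comparison of the 2 control groups was chosen after seeing the data; all other alternatives were planned. Of 266 alternative values of the counts, overlaps, correlation and list totals, 246 kept their size, 19 moved and 1 reversed. At a log2 of at least 1, genes higher on overexpression numbered 24, but 5 with DESeq2, 41 with no filter, 7 with the stricter filter and 12 at an adjusted p under 0.01; genes lower numbered 79, but 30 with DESeq2 and 31 with the stricter filter. Negative targets numbered 10, but 5 with DESeq2, 5 with the stricter filter, 6 at an adjusted p under 0.01 and 15 with no filter, of which 9 were shared and P2rx7 was not. The correlation of log2 fold changes, 0.0379, became −0.000744 with no filter and 0.00394 with the stricter filter. List calls fell from 13 to 6 on overexpression and from 10 to 4 on knock-down with the estimated correlation; imprinted genes on knock-down were also lost with the stricter filter. The stricter filter and the stricter threshold leave fewer genes by construction; for the others the cause was not tested.

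Leaving out 1 library gave 19 to 26 and 78 to 91 genes higher and lower on overexpression at a log2 of at least 1, and 400 to 437 and 125 to 143 on knock-down. At adjusted p alone the ranges were 1639 to 2050 and 1373 to 1780 on overexpression, and 2855 to 3172 and 2721 to 3117 on knock-down. Negative targets ranged from 8 to 12, positive targets from 1 to 2, and the correlation from 0.0209 to 0.0515. List calls ranged from 13 to 15 on overexpression and were 10 on knock-down. Among 257 calls of named genes, 240 held under every alternative that gave a value, 62 of 3562 alternative values missed the threshold and 0 reversed; DESeq2 left some low-count genes without an adjusted p.

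Replicate numbers did not pair the libraries: deviations of libraries with the same number correlated by −0.049 to 0.01, and not every library correlated best with its own number. With the replicate block, 22 genes were higher and 78 lower on overexpression at a log2 of at least 1, 395 were higher on knock-down, negative targets numbered 9 and the list calls 14 and 10. Depth limits genes of few reads such as Fgf21, whose 19 counts in GFP and 6 in Dnmt3a libraries stood below the default filter.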

Differences from the paper's values

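The paper states 8 genes up-regulated by Dnmt3a overexpression, where 24 were found here, and 36 genes diminished, where 79 were found; the paper states no p threshold. Of the alternatives set before the data were examined, the stricter filter (7 genes) and an adjusted p under 0.01 (12 genes) lie within 1.5 times of the paper's 8, and DESeq2 (5), RLE size factors (24), the exact test (27), no filter (41), all 12 libraries in 1 fit (21), the replicate block (22), summed features (24), an unadjusted p under 0.05 (29) and each left-out library (19 to 26) do not. For the paper's 36, DESeq2 (30) and the stricter filter (31) do, and RLE size factors (79), the exact test (79), no filter (101), all 12 libraries in 1 fit (77), the replicate block (78), summed features (78), an adjusted p under 0.01 (55), an unadjusted p under 0.05 (81) and each left-out library (78 to 91) do not. The other counts lay within 1.5 times of the paper's: 395 genes higher on knock-down against the paper's 290, 123 lower against 97, 10 negative targets against 7 and 1 positive target against 1. Some alternatives lay further off: 516 and 154 genes higher and lower on knock-down with no filter, 437 higher without shScr replicate 2, and 15 negative targets with no filter, 11 at an unadjusted p under 0.05 and up to 12 with 1 library left out; positive targets numbered 2 without GFP replicate 3, Dnmt3a replicate 2 or shDnmt3a replicate 2.

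The copy of Supplementary file 1 used here lists 8, 35, 289 and 96 genes for these 4 sets, fewer than the text states for all but the first, so no overlap test was run on it. Every listed gene had the same direction here, and the largest difference in log2 fold change was 0.0971.

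The paper counts Fgf21 among the genes that overexpression diminished; here it was not tested on overexpression because of its low counts, and no alternative run called it (adjusted p = 0.269 by edgeR's quasi-likelihood test with no filter). Its log2 ratio was −1.36 here, against the paper's −1.35. By qPCR, which was not analysed here, the paper also reports lower Fgf21 in adipocytes that overexpress Dnmt3a. The few RNA-seq reads of Fgf21 limit the test here and do not speak against that result. The paper does not count Adipoq as regulated by Dnmt3a. It describes Adipoq mRNA as higher, without statistical significance, in 3T3-L1 and primary adipocytes that lack Dnmt3a. Here its log2 fold changes of 0.38 on overexpression and −0.22 on knock-down passed an adjusted p under 0.05 by edgeR's quasi-likelihood test. Neither reached a log2 of 1, the smallest change in the paper's table. In a comparison chosen after the data were seen, Adipoq differed from GFP by 0.15 in shScr and −0.07 in shDnmt3a. A high level in the shScr libraries therefore stays open for the knock-down value.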

Other observations

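The comparison of hairpin libraries with GFP libraries was chosen only after the results were seen. Genes controlled by DNA methylation in other settings went both ways in these adipocytes. Of 16 imprinted genes, which carry parent-specific methylation, 9 were higher and 4 lower on knock-down, with Peg10 at a log2 fold change of 2.14, Igf2 at 0.88 and Peg3 at 0.76, but the list was called only with the preset correlation (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.0439, and 0.165 with an estimated correlation); on overexpression 4 were higher and 2 lower (adjusted p = 0.63). Of 6 germline genes silenced by methylation in other somatic cells, 2 were higher and 1 lower on knock-down, with Taf7l at 1.14, Dazl at 0.57 and Sycp3 lower (camera adjusted p = 0.794); the list's median was −0.0254 and its mean 0.0345. On overexpression 1 of 5 was higher and none lower, with a median of −0.135 although camera's direction was up (adjusted p = 0.896). Among other DNA methyltransferases, Dnmt1 had log2 fold changes of −0.24 on overexpression and 0.24 on knock-down, and Dnmt3b −0.10 and 0.10 (adjusted p = 0.717 and 0.663, edgeR's quasi-likelihood test). The DNA methylation machinery had 7 of 16 genes higher and 2 lower on knock-down (camera adjusted p = 0.19).

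Genes of insulin signalling were mixed: 12 of 25 were higher and 5 lower on knock-down, with Gys1, glycogen synthase, at 1.05 and Socs3, a feedback inhibitor of cytokine and insulin receptors, at 0.85 (camera adjusted p = 0.148), and 3 were higher and 6 lower on overexpression (adjusted p = 0.639), with a median of 0.00849 and a mean of −0.0365. Thermogenic genes were lower in 6 of 10 and higher in 2 cases on knock-down (camera adjusted p = 0.099), with Ppargc1a at −0.61 and Dio2 at −1.32, and higher in 3 of 11 on overexpression (adjusted p = 0.0121, and 0.118 with an estimated correlation), with Cox8b at 0.52. De novo lipogenesis genes were higher in 9 of 19 cases on overexpression (camera adjusted p = 9.14e-06, and 0.118 with an estimated correlation) and went both ways on knock-down, with 7 higher and 8 lower (adjusted p = 0.894; median 0.0145, mean −0.0956), Elovl6 at −1.16 and Thrsp at −0.71. Integrated stress response genes were lower in 16 of 29 cases and higher in 4 on overexpression (camera adjusted p = 6.55e-06, and 0.118 with an estimated correlation), with the cystine transporter Slc7a11 at −0.89, and had 10 higher and 10 lower on knock-down (adjusted p = 0.456; median −0.0279, mean 0.11), with the folate enzyme Mthfd1l at 2.41. Against GFP, the medians in shScr and shDnmt3a were −0.375 and −0.385 for the integrated stress response, −0.00583 and −0.117 for lipogenesis, 0.137 and 0.206 for thermogenic genes and −0.13 and 0.233 for imprinted genes. The lysosome list had 11 of 18 genes higher and 1 lower on overexpression, with Psap at 0.36 (adjusted p = 2.30e-06, and 0.104 with an estimated correlation).

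The remaining lists were not called by camera in the main run. On knock-down these were cholesterol synthesis (8 of 20 lower, 3 higher, adjusted p = 0.19), NRF2 and metal response (7 of 14 higher, 4 lower, adjusted p = 0.331), cell cycle (6 of 27 higher, 2 lower, adjusted p = 0.581), NF-kB targets (11 of 26 higher, 6 lower, adjusted p = 0.295), fibroblast and preadipocyte markers (8 of 23 higher, 10 lower, adjusted p = 0.422), muscle markers (1 of 6 higher, 0 lower, adjusted p = 0.563) and Lars2 with structural RNAs (1 of 4 higher, 0 lower, adjusted p = 0.805; median −0.0137, mean 0.244). On overexpression these were glycolysis (8 of 16 higher, 1 lower, adjusted p = 0.054), hypoxia response (8 of 23 higher, 5 lower, adjusted p = 0.331; median 0.0499, mean −0.0517), MHC class I (6 of 15 higher, 2 lower, adjusted p = 0.329), ER chaperones (2 of 19 higher, 3 lower, adjusted p = 0.798), heat shock (1 of 11 higher, 5 lower, adjusted p = 0.0585), NRF2 and metal response (6 of 14 higher, 3 lower, adjusted p = 0.331), fibroblast and preadipocyte markers (6 of 23 higher, 7 lower, adjusted p = 0.794; median 0.0138, mean −0.0218), macrophage and leukocyte markers (2 of 9 higher, 1 lower, adjusted p = 0.457), muscle markers (1 of 6 higher, 1 lower, adjusted p = 0.896; median 0.00345, mean −0.0374) and clade B serpins (3 of 12 higher, 1 lower, adjusted p = 0.439). Of 10 alternatives for each list, 3 called glycolysis and 4 heat shock on overexpression, and 1 called thermogenic genes on knock-down. Adjusted over the list alone, the counts of higher and lower genes on knock-down became 7 and 5 for NRF2 and metal response, 6 and 1 for the cell cycle, 9 and 10 for fibroblast markers and 10 and 11 for the integrated stress response. On overexpression they became 7 and 2 for MHC class I, 2 and 4 for ER chaperones, 7 and 7 for fibroblast markers, 3 and 7 for insulin signalling, 4 and 3 for clade B serpins, 4 and 18 for the integrated stress response and 14 and 1 for the lysosome, and for every other list given here they were the same.

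The paper's qPCR of hairpin efficiency gives Dnmt3a at 18.4% of the scrambled control with hairpin 1 and 12% with hairpin 2, both the paper's values, whereas in the RNA-seq libraries it stood at 48.7%. At adjusted p alone, 506 genes were higher in both comparisons, where independent lists would share 469 (Fisher's exact test, two-sided, p = 0.0348), and 430 were lower in both, where they would share 410 (p = 0.228). These tests too treat genes as independent, so their p-values can be too small.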
